# Two Auxinic Herbicides Affect *Brassica napus* Plant Hormone Levels and Induce Molecular Changes in Transcription

**DOI:** 10.3390/biom11081153

**Published:** 2021-08-04

**Authors:** Jutta Ludwig-Müller, Roman Rattunde, Sabine Rößler, Katja Liedel, Freia Benade, Agnes Rost, Jörg Becker

**Keywords:** abscisic acid, aminocyclopropanecarboxylic acid, aminopyralid, auxinic herbicides, *Brassica napus*, ethylene, halauxifen-methyl, *GH3* genes, indole-3-acetic acid, picloram

## Abstract

With the introduction of the new auxinic herbicide halauxifen-methyl into the oilseed rape (*Brassica napus*) market, there is a need to understand how this new molecule interacts with indigenous plant hormones (e.g., IAA) in terms of crop response. The aim of this study was to investigate the molecular background by using different growth conditions under which three different auxinic herbicides were administered. These were halauxifen-methyl (Hal), alone and together with aminopyralid (AP) as well as picloram (Pic). Three different hormone classes were determined, free and conjugated indole-3-acetic acid (IAA), aminocyclopropane carboxylic acid (ACC) as a precursor for ethylene, and abscisic acid (ABA) at two different temperatures and growth stages as well as over time (2–168 h after treatment). At 15 °C growth temperature, the effect was more pronounced than at 9 °C, and generally, the younger leaves independent of the developmental stage showed a larger effect on the alterations of hormones. IAA and ACC showed reproducible alterations after auxinic herbicide treatments over time, while ABA did not. Finally, a transcriptome analysis after treatment with two auxinic herbicides, Hal and Pic, showed different expression patterns. Hal treatment leads to the upregulation of auxin and hormone responses at 48 h and 96 h. Pic treatment induced the hormone/auxin response already after 2 h, and this continued for the other time points. The more detailed analysis of the auxin response in the datasets indicate a role for *GH3* genes and genes encoding auxin efflux proteins. The upregulation of the *GH3* genes correlates with the increase in conjugated IAA at the same time points and treatments. Also, genes for were found that confirm the upregulation of the ethylene pathway.

## 1. Introduction

Plant hormones can be sorted into different classes, depending on their chemical structures. Research into plant hormones initially identified five major classes: abscisic acid, auxin, cytokinins, ethylene, and gibberellins. This list was later expanded, and brassinosteroids, jasmonates, salicylic acid, and strigolactones are now considered as major plant hormones as well [1]. Their interaction to control the specific growth and developmental processes is long known. Among these, auxins have been known from early on to display a concentration-dependent effect different from that of other hormone classes. While the majority of plant hormones show a concentration-dependent saturation curve, auxins follow in many cases an optimum curve for growth [2]. Therefore, the proper control of tissue-specific concentrations is essential for growth and development [3]. 

Synthetic auxins were developed in the late 1940s because of their selective action to preferentially control dicot weeds, are in selective herbicides for cereal crops, and belong to the most important herbicides to control weed growth in agriculture worldwide. Following this, the development of several auxinic herbicides has been reported. Natural auxins are usually inactivated very quickly by conjugation and degradation, while auxinic herbicides are retained for longer periods of time [4]. Hormone interplay is not only important in the regulation of plant growth and development but also for the growth-inhibiting effect of auxinic herbicides. There are several possible mechanisms involved in high auxins to control plant death mediated by multiple following hormones such as ethylene and abscisic acid (Figure 1) [5,6].

The interplay between high auxin (or auxinic herbicides) and ethylene as well as ABA has been described [5]. The model in Figure 1 proposes another pathway, namely auxin conjugation, to be important. Several publications have indicated that the auxinic herbicides might not be conjugated to the inactive amino acid conjugates, thereby interfering with the control of auxin levels [7]. For *Arabidopsis thaliana*, it was shown by microarray and qPCR analysis that one *GH3* gene (*GH3.3*) was strongly upregulated after treatment with the auxinic herbicide dicamba [4]. While IAA is conjugated to an amino acid and thereby the pool of free IAA reduced [3], auxinic herbicides are thought not to be a substrate for GH3 proteins, even though they were able to upregulate gene expression [7]. Furthermore, in this work, an upregulation of a marker gene for ABA (*NCED3*) and ethylene (*ACS11*) biosynthesis was upregulated on the transcript level [4]. However, there is one report on the conjugation of dicamba to glutamate by some plant enzymes [8], but these are only in vitro data, and the situation in planta might be different. In addition, a *Pisum sativum* (pea) auxin conjugate synthetase was upregulated by IAA, 2,4-dichloroacetic acid (2,4-D) and the two auxinic herbicides dicamba and picloram (Pic) on the gene expression and enzymatic level [9]. For other major crop plants, such as *Brassica napus* (oilseed rape), such investigations have not been performed as yet.

Auxinic herbicide formulations have been described for different compound classes, such as 2,4-D [7] and later dicamba or Pic [4,5,10,11], and their mode of action has been investigated. The development of novel auxinic herbicides with a better effect on dicots has been described [12]. Among these are also combinations of different auxinic compounds. Halauxifen-methyl (Hal) is contained in the new oilseed rape herbicide Belkar™ [12], which combines the two active ingredients, Hal and Pic in a premix formulation (see Figure 2 for all structures in comparison to IAA). Since specifically halauxifen-methyl is still not so often used, it can be regarded as a good alternative in broadleaf weed control [13]. 

Auxinic herbicides can cause typical symptoms sometimes also in *B. napus* plants under field conditions such as epinastic movement or lightening and changes in leaf veins. Therefore, it was decided to investigate the hormonal basis of this phenotype in situations, when halauxifen-methyl had been applied alone or in tank-mix together with aminopyralid (AP), which is another synthetic auxin. The following questions were addressed: (1) What is the impact of Hal, the combination of Hal + AP as well as Pic alone on the plant hormones IAA and abscisic acid when compared to untreated control? (2) How does temperature (e.g., 9 °C vs. 15 °C) influence the impact of synthetic hormones on IAA and abscisic acid level? (3) How do the development stage or leaf age of oilseed rape influence the impact of synthetic hormones on IAA and abscisic acid level? (4) During which time frame after treatment are the possible alterations in hormones visible? Based on the data available on the interaction of auxinic herbicides with other plant hormones [5], first free IAA and as a stress hormone ABA were measured. Since no reproducible effect for ABA was found, ACC as the precursor of ethylene was included in a second experimental set. Based on the evidences from the literature that auxin conjugation might be an important factor for the effect of auxinic herbicides [4,8,9], the levels of conjugated IAA in addition to free IAA were also determined. 

Finally, to get a better overview on the transcriptome level, three time points for two different treatments were compared for Hal and Pic since so far, in the literature, only transcriptome data for 2,4-D and dicamba are available in the model organism *A. thaliana* [4,6,14]. Very recently, the short time effect of halauxifen-methyl was investigated on the transcriptome of a weed species, *Erigeron canadensis*, that can be controlled in the field by Hal [15,16]. While in the latter study, a target weed species has been used and treatment with 2,4-D, dicamba, and Hal were investigated, in our work, we investigated the transcriptome of a crop species after Hal and Pic treatments. The differentially expressed genes in our work were monitored with an emphasis on auxin-related genes, especially *GH3* genes. Comparisons to [16] show interesting differences between a crop and weed species. 

## 2. Materials and Methods

### 2.1. Plant Growth and Treatment

The growth conditions chosen should mimic the conditions in the field at the time of herbicide application in late summer/autumn. *Brassica napus* (cv. Visby, obtained from Sächsisches Landesamt für Umwelt, Landwirtschaft und Geologie, Nossen, Germany) seeds were germinated on a wet paper towel for 3–5 days at 15 °C and an approximate humidity of 60% until most of the hypocotyls showed both cotyledons. Then, the seedlings were transferred to soil with four plants per pot and five pots per tray and were incubated under the selected temperature in climate chambers with 12 h light exposure to the growth stage BBCH11 or BBCH14 (BBCH stands for Biologische Bundesanstalt, Bundessortenamt und Chemische Industrie) [21,22]. In the first experiment for BBCH14, all leaves were collected together; in the second experiment, leaves 1 and 2 as well as 3 and 4 were harvested as mixed samples, and the sample G (newly grown part) was harvested separately. To identify the influence of the temperature on the effect of Hal, the plants were grown after their initial period at 15 °C further at 15 °C or at 9 °C. The temperature did not vary between day and night. 

To identify the suitable herbicide concentrations, the following concentrations were applied to stage BBCH11: 0.5 µg/plant and 1.0 µg/plant Hal. The concentrations were chosen according to the recommended concentration for field treatments. For subsequent experiments, the plants were treated with auxinic herbicides as follows (Table S1): halauxifen-methyl tech: 0.5 or 1.0 µg active ingredient (ai)/plant; aminopyralid: 1.8 µg ai/plant; picloram tech: 2.4 µg ai/plant. Controls were treated with the solvent only.

Working solutions for herbicide application were prepared as the following (Table 1): Hal was dissolved in DMSO to obtain a 100× stock solution (10 g/L), and the same was applied for AP (36 g/L). Then, the Hal stock solution was incubated with 1M NaOH in a 1:1 ratio for 5 min at room temperature. After that, 0.1% Triton X-100 was added 1:10, and the solution was adjusted to the working concentration (1×) with distilled H_2_O. Application was performed with an automatic pipette. One drop consisted of 1 µL substance (stock solution 0.1 µg/µL) for BBCH11 and 2.5 µL for BBCH14 (see Figure S1 for the application points).

Plants were harvested at the following time points: 2 h (day of treatment), 4 h (day of treatment), 24 h (1 day), 48 h (2 days), 72 h (3 days), 96 h (4 days), 120 h (5 days) –168 h (7 days). The leaf tissue was frozen in liquid nitrogen and kept until analysis. The plant materials for the temperature dependence, the developmental experiment, and the time course were grown at different time points, the plants for the determination of free and total IAA and for RNAseq were from the same batch. The leaves were harvested; then, their fresh weight was determined, and they were frozen in liquid nitrogen and stored until analysis at –80 °C. The respective incubation times are given in the figures and respective legends and in the respective experiments in more detail, since not all time points were used for all treatments.

### 2.2. Determination of IAA, ABA, and ACC 

#### 2.2.1. Source of Heavy Isotope Labeled Standards

To all samples, heavy isotope labeled standards were added, allowing quantification. ^13^C_6_-IAA and d_6_-ABA were obtained from Cambridge Isotope Laboratories (Andover, MA, USA), d_4_-ACC from Euriso-Top GmbH (Saarbrücken, Germany). Then, the ratios between masses (endogenous and standard) are used to calculate the concentration of a compound of interest. The characteristic ions for IAA were 130/136 (endogenous and heavy labelled), for ACC 141/145 and for ABA 190/194 (note that for ABA, two deuterium are lost during fragmentation in the MS).

#### 2.2.2. Free Acidic Hormones

The hormone determination protocol changed during the course of the experiments since it was desired to extract not only IAA and ABA but also ACC from the leaves. Therefore, for the first set of experiments, the following method was used [23] that allowed the simultaneous determination of IAA and ABA. Sample values were always biological triplicates of plants grown at the same period with 3 technical replicates for one data point. Additional individual data points in the time course were from additional experiments performed at different years.

(I) The leaves of mixed samples were homogenized in 3 mL of extraction buffer (isopropanol + 1% acetic acid) with sea sand in a mortar at room temperature after adding the following heavy isotope labeled standards: 300 ng ^13^C_6_-IAA and 600 ng d_6_-ABA (100 and 200 ng/technical replicate, respectively). Then, the homogenate was split in three reaction tubes, each representing one technical replicate, and was centrifuged at 13,000 rpm and 8 °C for 10 min. The liquid supernatant was transferred to a fresh reaction tube together with 150 μL distilled H_2_O and mixed by inverting. The organic phase was reduced under constant N_2_ flow at room temperature. The pH of the aqueous phase was adjusted to pH 3. The sample was extracted twice by adding 500 μL of ethyl acetate and centrifugation at 13,000 rpm and 8 °C. The solvent phases were combined in a glass vial and were dried completely under constant N_2_ flow at room temperature. The solid contents were dissolved in 200 μL of MeOH and were incubated with 200 μL of Diazo-reagent (1:100 (trimethylsilyl)-diazomethane in diethylether, Sigma-Aldrich, München, Germany) for 30 min at room temperature to obtain methylated hormones for gas chromatographic analysis [24]. The solvent was completely dried under constant N_2_ flow at room temperature. The solid remains were dissolved in 30 μL ethyl acetate of which 1 μL was injected.

(II) To determine acidic plant hormones including ACC in one extraction and analysis, a method was adapted using the protocols of [25] and [26] with an additional methylation of the samples using trimethylsilyldiazomethane [24]. The frozen leaf tissues (300 mg) were first ground to a fine powder in the presence of liquid nitrogen by mortar and pestle and transferred to a 2 mL microcentrifuge tube. To the ground tissue, heavy isotope labeled standards were added at final concentrations of IAA (100 ng), ACC (100 ng), and ABA (200 ng) per technical replicate. 

The sample was suspended in 200 μL of a sodium hydroxide (1% *w*/*v*) solution, and 147 μL of methanol and 34 μL of pyridine were added to the solution. Then, the samples were mixed vigorously by vortex for 25–30 s. Then, methyl chloroformate (20 μL) was added, and the suspension was again vigorously mixed for 25–30 s. A second volume of methyl chloroformate (20 μL) was added, and the samples were again mixed for 25–30 s. Subsequently, chloroform (400 μL) was added, the sample was mixed for 10 s, and a 50 mM sodium bicarbonate solution (400 μL) was added. Following further mixing for 10–15 s, the extract was separated into two phases by centrifugation for 30 s at 16,000× *g* and room temperature. The lower organic layer containing the phytohormones was transferred by pipette to a fresh microcentrifuge tube, being careful not to disturb the layer of plant debris separating the aqueous and organic layers. Then, anhydrous sodium sulfate was added until the sodium sulfate crystallized. The sample was centrifuged for 30 s at 16,000× *g* to pellet the sodium sulfate at room temperature. The liquid phase was transferred to a glass vial and dried completely under N_2_. For methylation, 200 μL of methanol and 200 μL of diazo-reagent were added to the dried samples and incubated for 30 min at room temperature. The solvent was completely dried under N_2_ and the sample was dissolved in 50 μL ethyl acetate, of which 1 μL was analyzed by GC-MS (see Section 2.2.4).

#### 2.2.3. Total IAA

For total IAA, the samples were hydrolyzed with a final concentration of 7 M NaOH [27]. The hydrolysis step was incorporated in the newly developed method described above. As a confirmation of hydrolysis, one sample with an IAA-Asp was used, which resulted in the presence of IAA. In addition, it was tested by adding free IAA that there was no high IAA degradation (Figure S2). After the addition of 200 μL of labeled standard H_2_O, we added 200 μL of 14 M sodium hydroxide and mixed thoroughly. The sample was incubated for 3 h under constant N_2_ flow at 90 °C. Then, the sample temperature was cooled down on ice. Debris that was formed during the incubation was pelleted by centrifugation for 5 min at 16,000× rpm, and the supernatant was transferred to a fresh tube. Then, the pH was adjusted to pH 7 by adding 80 μL of HCl (37%) and proceeded with 2 M HCl in 20 μL steps where the pH was checked after every addition with indicator paper. After the pH was adjusted, the samples were further extracted as described above by the addition of 1% sodium hydroxide solution. To test the efficiency of the hydrolysis, unlabeled IAA and IAA-aspartate were added and analyzed after alkaline hydrolysis after the protocol described (Figure S2).

#### 2.2.4. GC-MS Analysis

Gas chromatography-mass spectrometry (GC-MS) analysis was carried out on a Varian Saturn 2100 ion-trap mass spectrometer using electron impact ionization at 70 eV, connected to a Varian CP-3900 gas chromatograph equipped with a CP-8400 autosampler (Varian, Walnut Creek, CA, USA). For the analysis, 1 µL of the methylated sample dissolved in ethyl acetate was injected in the splitless mode (splitter opening 1:100 after 1 min) onto a Phenomenex ZB-5 column, 30 m × 0.25 mm × 0.25 µm using He carrier gas at 1 mL min^−1^. The injector temperature was 250 °C and the temperature program was 70 °C for 1 min, followed by an increase of 20 °C min^−1^ to 280 °C, then 5 min isothermically at 280 °C. The transfer line temperature was 280 °C. The scan rate was 0.6 s scan^−1^, the multiplier offset voltage was 200 V, the emission current was 30 µA, and the trap temperature was 200 °C. IAA, ABA, and ACC were identified according to the retention time on GC compared with an authentic methylated standard and by recording the respective mass spectrum. The analytics was adapted for measuring all components in one run (IAA, ABA, ACC). All compounds were separated from each other (Figure S2). Finally, the data were calculated using the isotope dilution equation as described in [28]. The method relies on the addition of standards that are labeled with heavy isotopes. The peak area of a mass was recorded, and from that, the calculations were done. The characteristic ions for IAA were 130/136 (endogenous and heavy labeled), for ACC 141/145, and for ABA 190/194. Note that for ABA, two deuterium are lost during fragmentation in the MS.

### 2.3. Transcriptome Analysis

#### 2.3.1. RNA Extraction

RNA extraction was performed with NucleoZOL (Macherey & Nagel, Düren, Germany) according to the manufacturer’s instructions. Samples were homogenized with mortar and pestle under constant supply of liquid nitrogen to a fine powder. Per 50 mg of tissue, 500 μL NucleoZOL were pipetted to the ground sample in the mortar and distributed with the pestle, covering the tissue powder completely (NucleoZOL might freeze, city, State abbreviation and country). After thawing, the complete mix was pipetted into a plastic tube using a cut tip. To precipitate contaminants, 200 μL of RNase-free water per 500 μL of NucleoZOL lysate was added. Then, the sample was vigorously shaken for 15 s and incubated at room temperature for 15 min. Then, the sample was centrifuged for 15 min at 12,000× *g* at room temperature, and 500 μL of the supernatant was transferred to a fresh tube. To precipitate the total RNA, 1 volume of isopropanol to 1 volume supernatant was added, and the sample was incubated at room temperature for 10 min, which was followed by centrifugation for 10 min at 12,000× *g*. The supernatant was discarded, and the pellet containing the RNA was washed in 500 μL 75% ethanol followed by centrifugation for 3 min at 8000× *g*. The ethanol was removed from the pellet using a pipette and the washing step was repeated. Afterwards, the ethanol was evaporated as completely as possible by drying in air. Then, the RNA pellet was dissolved in RNase-free water to obtain an RNA concentration of 1–2 g/μL, and RNAse inhibitor was added to the sample. Isolated RNA was quantified with an ND-1000 Spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA), and the integrity of the RNA was checked with the Agilent 2100 Bioanalyzer platform using the RNA 6000 Pico Kit (Agilent Technologies Manufacturing GmbH & Co. KG, Waldbronn, Germany) prior to shipping.

#### 2.3.2. RNAseq

The experimental details were taken from the data provided by Novogene (UK Sequencing Center, Cambridge, UK). Further quality controls were done by the company Novogene, where the RNAseq was performed. All samples had a high quality as confirmed. The workflow is shown in Figure S3. From the total RNA, the library was constructed; then, RNA sequencing was carried out via Illumina (San Diego, CA, USA) platforms, based on the mechanism of SBS (sequencing by synthesis), and followed by bioinformatics analysis. The following treatments were analyzed and compared to each other: control treatment 2, 48, and 96 h; Hal treatment and Pic treatment at the same time points. The detailed method used and supplied by Novogene is given in the supplement (Supplementary method). 

Gene expression for *GH3* genes was calculated manually using directly the excel files provided that included the individual reads for each sample and transcript. The gene numbers and predictions for auxin conjugation were from [29]. The gene numbers were used as a search term, the numbers for the three replicates were taken as mean, and a ratio for control and treatment with auxinic herbicide was calculated. This was the basis for the color code in the heatmap (see Section 3.5).

## 3. Results

### 3.1. Identification of the Hormonal Basis of Different Auxinic Herbicide Treatments on B. napus

The aim was to measure IAA as the major auxin and ABA as a stress hormone during the treatment of plant species *B. napus*, which is not a target of auxinic herbicides in the field, with different halauxifen-methyl (Hal) concentrations over several incubation times and growth at different temperature (15 °C vs. 9 °C) as well as two different growth stages BBCH11 vs. BBCH14 (Figure 3, Figure 4 and Figure 5). In addition, the combinatorial effect with a second herbicide (aminopyralid, AP) was investigated, where the latter was not altering the results, only in some cases did it increase the effect seen on IAA. Lastly, Hal was compared with the effect of treatment with picloram (Pic) alone.

The effects of different concentrations of Hal and aminopyralid (AP) were tested on the hormone (IAA and ABA) levels in *B. napus* seedlings at two different temperatures or growth stages. Determination of the optimum Hal concentration revealed that already, the lower concentration altered the hormonal profile with respect to IAA (Figure 3A). Surprisingly, the free IAA levels decreased after 96 h of Hal treatments, while for ABA, there was no dramatic effect at this time point. This was observed for both concentrations of Hal. Therefore, in all experiments, the lower Hal concentration has been used in the treatments. Since the results for free IAA were the most interesting, these will be described in more detail in the following paragraphs.

Auxinic herbicides can cause typical hormone-like symptoms in oilseed rape dependent on temperatures in the field. Therefore, it was tested whether Hal was acting differently at 15 °C or 9 °C during the growth period. There was an influence of incubation temperature: at 15 °C, Hal-treated plants show levels of IAA significantly lower vs. untreated, while at 9 °C, the effect was not as pronounced. There was no reduction of IAA at lower temperatures. At 15 °C, AP seemed to increase the Hal effect. In conclusion, 96 h after Hal application, the IAA levels are significantly reduced at 15 °C (Figure 3B).

The concentration of Hal per plant was adjusted for the different growth stages BBCH14 compared to BBCH11. There was an influence of the development stage of *B. napus*: more developed Hal-treated plants show a lower level of IAA vs. untreated compared to smaller plants, while smaller plants tend to have increased the ABA level. This effect on IAA was consistently found at this time point and at the temperature of 15 °C. The analysis in separate tissues of the *B. napus* later during development showed that older leaves of these plants did not show the effect, while younger leaves of the same plants showed the reduction of IAA, which was also very prominent in the newly grown tissue. The addition of AP was neutral or increased tendencies slightly (Figure 4). The reduction of IAA by Hal was detectable for both growth stages. In the first experiment, in the total leaves of older plants, free IAA was more reduced than in younger plants (Figure 4A). The experiment was repeated, and for older plants, the different leaves were harvested separately (Figure 4B,C). Interestingly, the older leaf pair did not show the reduction in IAA, while the younger leaf pair and the newly formed plant material showed it. There seems to be a fine-tuned regulation in different tissues and also under different growth conditions for the regulation of IAA after auxinic herbicide treatment.

As already seen for the first experiment, stage BBCH11 showed a reduction of free IAA and stage BBCH14 showed only a reduction of IAA in the younger leaves and the newly grown material. It should be noted that the leaf pair 1 + 2 are older leaves, whereas the leaf pair 3 + 4 equals young tissue similar to leaf 1 from BBCH11. The newly grown material showed the highest effect, but in two control samples, hormone analysis was not possible. 

### 3.2. Time Course of Hormone Levels

In the first set of experiments, three different time points (24, 48, and 96 h) were analyzed for free IAA and ABA. All the following experiments were performed on leaves of the growth stage BBCH11 and a growth temperature of 15 °C. Sample values were always biological triplicates with two technical replicates for one data point. Additional individual data points for Hal treatment, shown as squares in the time course, were from additional experiments performed at different years (Figure 5A,B). Since AP did not increase the effects on IAA dramatically at the tested time points (data not shown), in that second experimental set, the co-treatment with AP was not further performed (Figure 5). In addition, Pic, the auxinic herbicide that is part of the commercial mixture with Hal, was used as an individual compound. 

Since auxinic herbicides do not only induce ABA, but also the synthesis of ethylene [5], the possibility of an increase in this hormone was also evaluated. ACC is the direct precursor of ethylene and often measured instead. We considered only changes in hormone levels reproducible when these were found in all independent experiments. ABA as a stress hormone did not change much over time, and the variation between experiments done at different seasons is high (Figure 5). IAA showed a different pattern over time with the two auxinic herbicides. It increased strongly after 4 h in the treatments with both auxinic herbicides, which was seen up to time point 72 h. At 96 h, the IAA decreased in Hal-treated samples but not in Pic-treated ones. This was less strongly observed at 120 h, while at the last time point (168 h), no differences were found any more between the two compounds. ACC was almost not present at 2 and 4 h after treatment with both compounds, but then a strong increase was observed, which was more pronounced after Hal treatment. The apparent decrease at the time point of 96 h was due to low values of treated samples but high controls (Figure 5C). When the data were calculated as percent of control, the decrease was not so strong any more (Figure 5C, second panel). Overall, the effects seen were transient for both herbicides, since after 168 h, there were only differences visible for ACC but not for IAA.

The conjugated IAA fraction compared to free was elucidated at two time points in a second experiment. The fraction of total IAA was determined after alkaline hydrolysis (see Section 2.2.3). It contains both, free and conjugated, IAA. The value for free IAA is subtracted from the value for the total, which then yields conjugated values. The conjugates measured by this method include both ester and amide conjugates [27]. The hydrolysis of IAA conjugates was also included successfully to the protocol (Figure S2), since IAA-Asp could be almost completely hydrolyzed, while the IAA added in the trial was not strongly degraded by the method. 

Both auxinic herbicides induced the amount of conjugated IAA compared to controls at 48 h and even more at 96 h (see Section 3.5). While the effect of Pic was somewhat stronger at the first time point, Hal induced the conjugated IAA levels much stronger than Pic at the second time point (96 h). This correlates with the decrease of free IAA found (Figure 5). 

### 3.3. Transcriptome Analysis after Treatment with Auxinic Herbicides

To elucidate the molecular background transcriptome, analyses were performed with control, Hal, and Pic-treated samples for three time points. 

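Leaf RNA was taken 2, 48, and 96 h after treatment with solvent (control), with Hal at 0.5 µg per plant, or with Pic at 2.4 µg per plant. Each of the 9 groups had 3 libraries. The doses per plant are those of the paper, and the sample labels give the same numbers per leaf and per µl. For each of 104573 genes, the authors deposited an FPKM value (fragments per kilobase of gene length and megaread) in each of the 27 libraries. The table also gives the place and length of a gene and, where known, a functional description and a protein domain. Multiplied by the gene length, the values of a library are whole multiples of a fixed step, so the reads behind them could be worked back. The deposited values are already scaled between libraries by the median ratio of their reads and not by their totals, since the denominators behind them were between 0.751 and 1.25 times the total of the library. A gene was tested when its FPKM was at least 1 in at least 3 of the 27 libraries, which left 46395 genes. The values were compared as log2(FPKM + 1) with limma, in a fit over all 9 groups in which the variance followed the mean expression. Log2 fold changes are differences of these values. For genes with low FPKM they are smaller in size than the log2 ratio of FPKM. Such genes can miss a log2 fold change of at least 1 though the log2 ratio of their FPKM is above 1. A gene with a Benjamini-Hochberg adjusted p under 0.05 (two-sided) was counted as differentially expressed, and it was counted as upregulated or downregulated relative to the control of the same harvest time. The median standard error of a log2 fold change was 0.16 (3 libraries against 3). Only 9550 genes have a functional description and 31283 genes a protein domain, so counts by description cover a part of the genes. The genome of *B. napus* holds A and C copies of many genes, and the paper's text does not name how reads shared between copies were counted.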

Samples analyzed were control, Hal, and Pic after 2, 48, and 96 h based on the previous data of hormone concentrations. The hormone levels were similar in all sample types at 2 h, which was a reasoning to use this time point also in the transcriptome analysis as a “zero” point. After 48 h, the free IAA was upregulated, while at 96 h, a downregulation was found after Hal but not Pic treatments. Therefore, these two time points were chosen also for the transcriptome. 

The samples were processed by Novogene, which also performed the statistical and data analysis. 

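Between 15565637 and 19692242 reads per library were counted on genes, with a median of 16989644. The median of a group was lowest for Hal at 48 h with 16387089 reads and highest for the control at 96 h with 17601666 reads. In the control at 2 h, 59700 ± 107 genes had at least 1 read (SD, n = 3), and after Hal treatment at 96 h this number was 60543 ± 212 (SD, n = 3). The Hal group at 2 h had the widest spread, with 57532 ± 3499 genes (SD, n = 3). In its library of replicate 3, reads fell on 53523 genes, and the others had reads on 59104 and 59970 genes. The 10 genes with the most reads took between 7.80% and 11.0% of the reads of a library.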

The quality was very good for all samples and the number of reads obtained was similar (Tables S1 and S2). In Figure S3, the workflow for mRNA sequencing data of standard bioinformatic analysis with a well-annotated reference genome as with *B. napus* is shown. 

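After Hal treatment, 9995 of the 46395 tested genes were differentially expressed at 2 h (4697 up and 5298 down), 22486 at 48 h (10828 up and 11658 down), and 27515 at 96 h (13516 up and 13999 down). After Pic treatment, 9297 genes were differentially expressed at 2 h (4949 up and 4348 down), 14771 at 48 h (6460 up and 8311 down), and 22539 at 96 h (10277 up and 12262 down). The requirement of a log2 fold change of at least 1 in size moved these numbers most. With it, 1587, 6398, and 10387 genes were counted for Hal and 1862, 2871, and 5167 genes for Pic at 2, 48, and 96 h, so that at 2 h the number was higher for Pic. The balance of up- and downregulated genes depends on the scaling between libraries. With all libraries scaled to the same total of reads, an alternative chosen after seeing the data, 76.2% of the differentially expressed genes were upregulated after Hal treatment at 96 h, and 49.1% were upregulated in the deposited values. This scaling moved the median log2 fold change of all tested genes by 0.25 and 0.42 for Hal at 48 and 96 h and by 0.14 and 0.29 for Pic, and at 2 h by 0.01 and 0.02.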

The number of differentially expressed genes increased over time for both herbicides, and the number of upregulated and downregulated genes was higher in Hal-treated leaves compared to Pic-treated ones (Figure S4).

For each treatment, three replicates were done. In the transcriptome analysis, the number of transcripts for the herbicide treatments was compared to the number of transcripts for the respective gene in the control sample, and a ratio was calculated using the mean values of the three replicates. This was calculated for each time point comparison. Overall, there were not so many genes differentially regulated at the early time point for both treatments compared to controls, while the number of differentially regulated transcripts increased over time. 

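Of the genes that were differentially expressed after Hal treatment at 2 h, 6265 were also differentially expressed at 48 h, and 3583 of these changed in the same direction. For Pic, 4534 genes were shared between 2 and 48 h, and 2912 of them had the same direction. Between 48 and 96 h, 17265 genes were shared for Hal (16011 in the same direction) and 9424 genes for Pic (7661 in the same direction). The genes named from here on by rank have the largest rise or fall among the differentially expressed genes that have a functional description and whose 3 treated libraries all lay above or all below the 3 control libraries. At 2 h after Hal treatment, the largest rise was that of BnaC07g29960D, a two-component response regulator-like APRR5 gene on scaffold LK031821 (chromosome C07, 524906 to 527631, minus strand). Its FPKM was 24.5 ± 1.50 after Hal treatment and 2.76 ± 0.221 in the control (SD, n = 3 each). This is a log2 fold change of 2.76 (standard error 0.10, adjusted p = 3.27e-16 in limma). With each library left out in turn, it stayed between 2.71 and 2.81. The largest fall at 2 h was that of BnaA09g54870D for both herbicides, a gene described as glycine-rich protein 3 short isoform on scaffold LK032995 (chromosome A09, 31173 to 33453, minus strand). Its FPKM was 314 ± 22.4 in the control (SD, n = 3), with 12235 reads in all, and the libraries of the herbicide groups held 0 reads for Hal and 1 read for Pic. Against a floor of 3 reads, the gene was at least 1417-fold lower after Hal and at least 1413-fold lower after Pic treatment. It is among 80 genes with almost no reads in all 3 libraries of a group and many in all 3 of another, a pattern that was also found between control groups for 10 genes. The largest rise after Pic treatment at 2 h was that of BnaC03g01590D, a basic helix-loop-helix gene on scaffold LK031823 (chromosome C03, 722629 to 725244, minus strand). It rose from 1.46 ± 0.366 to 22.0 ± 1.80 FPKM (SD, n = 3 each), and the log2 fold change was 3.23 (standard error 0.20, adjusted p = 1.77e-11 in limma). The gene lies in a window of 100 neighbouring genes that was shifted by -0.524 (log2) in the control of 2 h. There 94.0% of the window's genes were lower, so neighbours may share part of the rise.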

Hal treatment caused a stronger regulation than Pic. 

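Compared directly, 9408 genes differed between Hal and Pic at 2 h (4194 higher and 5214 lower after Hal), 14563 at 48 h (6766 higher and 7797 lower), and 20871 at 96 h (10649 higher and 10222 lower). The balance turned at 48 h when libraries were scaled to equal totals of reads, with 9745 higher and 5623 lower, and at 96 h it was 14762 higher and 8360 lower. With a log2 fold change of at least 1 in size it turned at 48 h (1709 higher and 1567 lower) and at 96 h (2595 higher and 3188 lower). At 2 h this left 348 higher and 1295 lower. A pseudocount of 0.1 turned it at 96 h (9860 higher and 10191 lower). At 2 h, the residuals of Hal and Pic libraries with the same replicate number had a mean correlation of -0.118. With the replicate number within each harvest time as a block in the model, 8480 genes differed at 2 h. With only the 6 compared libraries in the fit, 4717 genes differed at 2 h. Genes differentially expressed against the control for both herbicides numbered 4439 at 2 h, 11296 at 48 h, and 16924 at 96 h, and 4024, 10546, and 15580 of them had the same direction. The rank correlation of the log2 fold changes of Hal and Pic across genes was 0.477, 0.651, and 0.662 at 2, 48, and 96 h, where genes are not independent replicates. Both fold changes of a time use the same control libraries, and noise in these alone gives a positive correlation and shared directions. No value without this overlap was computed, so these shared counts and correlations cannot by themselves show a shared response. The largest fall at 48 h was that of BnaA07g12540D for both herbicides, a glucose-6-phosphate 1-epimerase gene on scaffold LK032618 (chromosome A07, 149115 to 150865, minus strand). Its FPKM of 89.1 ± 11.1 in the control (SD, n = 3) compares with 1.82 ± 0.508 after Hal and 1.24 ± 0.296 after Pic treatment (SD, n = 3 each). The log2 fold changes were -5.01 (adjusted p = 8.67e-19 in limma) and -5.33 (adjusted p = 3.86e-19 in limma) with a standard error of 0.14. At 96 h, the largest fall after Hal treatment was that of BnaC04g08400D, a xyloglucan endotransglucosylase/hydrolase gene on scaffold LK032308 (chromosome C04, 304848 to 306833, minus strand). It fell from 89.2 ± 3.43 to 1.44 ± 0.224 FPKM (SD, n = 3 each), with a log2 fold change of -5.21 (standard error 0.17, adjusted p = 3.41e-18 in limma). After Pic treatment at 96 h it was that of BnaA02g07120D, a non-specific lipid-transfer protein gene on scaffold LK032298 (chromosome A02, 19510 to 20412, plus strand). That gene went from 52.1 ± 2.72 to 2.04 ± 0.213 FPKM (SD, n = 3 each), with a log2 fold change of -4.13 (standard error 0.19, adjusted p = 1.29e-14 in limma). Equal totals of reads changed these to -4.67 for BnaA07g12540D after Hal and -5.10 after Pic treatment, -4.68 for BnaC04g08400D, and -3.71 for BnaA02g07120D.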

The data are shown together with the differential regulation of genes encoding conjugating enzymes (see Section 3.5).

Among the statistical analyses performed, also a clustering of all sample sets is done (Figure 6). These show that the triplicates cluster tightly together, indicating a highly comparable replicate set (Figure 6A). 

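Pearson's r between libraries was computed from log2(FPKM + 1) across the tested genes, which are not independent replicates. Between replicates of a group it ranged from 0.961 to 0.983, with a median of 0.980. In average-linkage clustering on 1 - r, the 3 libraries of a group were joined before any other library in 9 of the 9 groups. The lowest mean correlation with its own group was 0.962, for the Hal library of 2 h with replicate number 3, and its mean correlation with the nearest other group, the control of 2 h, was 0.941. A pseudocount of 0.1 moved the correlations most, with a lowest value of 0.917. Among genes with enough reads, the median coefficient of variation between replicates was between 3.59% (control at 2 h) and 11.1% (control at 48 h).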

All the treated samples clustered together at the 2 h time point (gray cluster). 

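In the same tree, the 9 libraries of 2 h, those of the control included, formed a cluster of their own. The mean correlation of a Hal library of 2 h with the control libraries of 2 h was 0.949, 0.951, and 0.941 for replicates 1, 2, and 3. For the Pic libraries of 2 h it was 0.947, 0.949, and 0.945, so each lay below the correlation inside its own group.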

For later time points, the treatments (blue, green clusters) and controls (yellow cluster) were separated from each other. 

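The libraries of 48 and 96 h were joined within each treatment before the treatments were joined with each other. Hal libraries of 48 h had a mean correlation between 0.942 and 0.945 with those of Hal at 96 h and between 0.887 and 0.892 with the control libraries of 48 h. For Pic libraries of 48 h, these correlations were between 0.945 and 0.947 with Pic at 96 h and between 0.930 and 0.933 with the control of 48 h.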

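Principal components of the gene-centred log2(FPKM + 1) values of the 46395 tested genes placed the libraries on axes that held 35.8% (PC1), 17.9% (PC2), and 8.98% (PC3) of the variance. On PC1, the mean position was 95.3 ± 0.75 for Hal at 48 h and 114 ± 0.72 for Hal at 96 h (SD, n = 3 each). The next groups were Pic at 48 h with 29.3 ± 1.50 and Pic at 96 h with 2.07 ± 2.14 (SD, n = 3 each). The control groups and both herbicides at 2 h lay between -58.6 and -28.3. PC2 parted the control of 96 h (91.6 ± 4.98) from Hal (-63.8 ± 7.92) and Pic (-52.2 ± 11.7) at 2 h (SD, n = 3 each). With only the 5000 genes of largest variance, PC1 held 46.4% of the variance, the largest move among the alternatives.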

In the PCA plot, the later time points for Hal treatment are more separated from the rest (Figure 6B).

### 3.4. Evaluation of General Functional Groups

GO is the abbreviation of Gene Ontology (http://www.geneontology.org/), which is a major bioinformatics classification system to unify the presentation of gene properties across all species. It includes three main branches: cellular component, molecular function, and biological process. Through the enrichment analysis of the differential expressed genes, one can find out which biological functions or pathways are significantly associated with differential expressed genes. The differentially expressed genes were grouped into functional categories. A gene group that shows up has a significant number of genes differentially expressed in the specific group. 

Analysis of GO (Gene Ontology) terms (Table S3) that indicate functional classes revealed different patterns for samples after Hal and Pic treatment. The top 20 significantly enriched terms in the GO enrichment analysis are displayed in Figure 7. There are interesting differences for the treatments. Hal treatment led to the upregulation of translational processes after 2 h, whereas auxin and hormone responses were upregulated later at 48 and 96 h. 

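GO terms were not analysed here, so gene sets were formed from words in the functional descriptions and from protein domains. They held 211 auxin, 218 ribosomal protein, 57 tRNA ligase, 89 photosynthesis, 93 mitochondrial, and 6 biotic stress genes among the tested ones. The share of differentially expressed genes of a direction in a set was compared with the share among the other tested genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 72 tests), where genes are not independent replicates. At 2 h after Hal treatment, 26 of the 57 tRNA ligase genes were upregulated, 45.6% against 10.1% of the other genes (Fisher's exact test, adjusted p = 3.23e-11), with a median log2 fold change of 0.31. Only genes with a log2 fold change of at least 1 in size gave the largest move, an adjusted p of 0.523 in the exact test, and over 17 alternatives the adjusted p ranged from 6.33e-15 to 0.523. Of the 218 ribosomal protein genes, 37 were upregulated, 17.0% against 10.1% (Fisher's exact test, adjusted p = 0.00404), and the median log2 fold change was 0.04. Relative to the control mean, the medians of this set were -0.06, -0.003, and 0.18 in Hal replicates 1, 2, and 3. Only replicate 3, the library with the fewest genes with reads, lay above the control libraries (-0.05 to 0.05). The set did not pass in limma camera, which allows for a preset correlation of 0.01 between genes (adjusted p = 0.0639). Auxin genes were upregulated in 109 of 211 cases at 48 h, 51.7% against 23.2% (Fisher's exact test, adjusted p = 2.89e-18, median log2 fold change 0.56). At 96 h they were upregulated in 122 cases, 57.8% against 29.0% (Fisher's exact test, adjusted p = 2.32e-17, median log2 fold change 0.69). At 2 h, 28 auxin genes were upregulated (Fisher's exact test, adjusted p = 0.195). The largest rise at 48 and at 96 h was that of BnaA03g51960D, an auxin-responsive protein gene on scaffold LK032035 (chromosome A03, 577501 to 578652, plus strand). Its FPKM rose from 1.46 ± 0.937 to 147 ± 16.3 at 48 h and from 0.636 ± 0.337 to 127 ± 10.6 at 96 h (SD, n = 3 each). These are log2 fold changes of 5.97 (adjusted p = 3.19e-16 in limma) and 6.31 (adjusted p = 3.59e-17 in limma) with a standard error of 0.23.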

Photosynthesis and mitochondrial processes were downregulated through all time points. Furthermore, after 48 h, translation was downregulated (Figure 7A). 

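After Hal treatment, 22 of the 89 photosynthesis genes were downregulated at 2 h (24.7% against 11.4% of the other genes, Fisher's exact test, adjusted p = 0.00118). This number was 58 at 48 h (65.2% against 25.1%, adjusted p = 1.10e-14) and 74 at 96 h (83.1% against 30.1%, adjusted p = 5.45e-24). Median log2 fold changes were -0.10, -0.53, and -0.89. At 2 h the set did not pass with the replicate number as a block in the model (adjusted p = 0.108 in the exact test), and over 17 alternatives its adjusted p ranged from 3.20e-06 to 0.351. Equal totals of reads moved the median from -0.10 to -0.08 at 2 h, from -0.53 to -0.19 at 48 h (22 up and 40 down), and from -0.89 to -0.25 at 96 h (20 up and 45 down), and the downregulated share still passed at each time. Random lists of genes matched on length and expression had medians of -0.05, -0.45, and -0.77 at 2, 48, and 96 h, and 0.146, 0.212, and 0.147 of 10000 lists were as low as the photosynthesis genes. Of the 93 mitochondrial genes, 8 were downregulated at 2 h (8.60% against 11.4%, Fisher's exact test, adjusted p = 1). The counts at later times were 36 at 48 h (38.7% against 25.1%, adjusted p = 0.00826) and 46 at 96 h (49.5% against 30.1%, adjusted p = 2.82e-04). Their median log2 fold changes were 0.01, -0.24, and -0.36, and with equal totals of reads the later medians turned to 0.10 and 0.07 (28 up and 18 down, 28 up and 21 down) while the medians of all genes rose by 0.25 and 0.42. Of the matched random lists, 0.0481 at 48 h and 0.0575 at 96 h had a median as low.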

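At 48 h after Hal treatment, 195 of the 218 ribosomal protein genes were downregulated, 89.4% against 24.8% of the other genes (Fisher's exact test, adjusted p = 2.36e-88), with a median log2 fold change of -1.49. The medians of the set in the 3 libraries lay between -1.51 and -1.43 and those of the control libraries between -0.09 and 0.10 (relative to the control mean). At 96 h, 202 of these genes were downregulated (92.7%, Fisher's exact test, adjusted p = 2.49e-83, median log2 fold change -1.74). Of the 57 tRNA ligase genes, 38 were downregulated at 48 h (66.7% against 25.1%, Fisher's exact test, adjusted p = 2.18e-10, median log2 fold change -0.43). The number at 96 h was 35 (61.4% against 30.1%, Fisher's exact test, adjusted p = 4.44e-06), with a median log2 fold change of -0.53 that became -0.002 at equal totals of reads (21 up and 18 down). None of 10000 matched random lists fell as far as either set at either time, a permutation p of 0.0001, the smallest they can give.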

Pic treatment induced the hormone/auxin response already after 2 h, and this continued for the other time points. 

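After Pic treatment, 66 of the 211 auxin genes were upregulated at 2 h (31.3% against 10.6% of the other genes, Fisher's exact test, adjusted p = 1.86e-15). Later, 114 were upregulated at 48 h (54.0% against 13.7%, adjusted p = 1.18e-41) and 115 at 96 h (54.5% against 22.0%, adjusted p = 1.29e-23). Its median log2 fold changes were 0.19, 0.50, and 0.51, and the medians of the set in the 3 Pic libraries of 2 h were 0.14 to 0.23 above the control mean. The difference from Hal at 2 h was tested directly in limma camera, with a median log2 difference of -0.20 for Hal minus Pic (adjusted p = 1.47e-04). With the replicate number, shared over all times, as a block the adjusted p in camera was 1.65e-04. This block does not model pairing within 2 h, where the pairing correlation was -0.118. Among the genes described as auxin-responsive proteins, BnaA03g51960D had the largest rise at the later times. This gene reached 115 ± 10.7 FPKM at 48 h and 49.1 ± 4.16 FPKM at 96 h (SD, n = 3 each). Its log2 fold changes were 5.63 (adjusted p = 1.55e-15 in limma) and 4.95 (adjusted p = 1.71e-14 in limma).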

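Of the 218 ribosomal protein genes, 92 were downregulated at 2 h after Pic treatment (42.2% against 9.22% of the other genes, Fisher's exact test, adjusted p = 1.48e-36). At 48 h, 154 were downregulated (70.6% against 17.7%, adjusted p = 3.85e-64). The median log2 fold changes were -0.31 and -0.58. At 2 h the median of the set differed between Hal and Pic by 0.33 on the log2 scale (limma camera, adjusted p = 2.85e-19). This p rests on a preset correlation of 0.01 between genes and does not measure the spread of the set between libraries. Relative to the control mean, the set medians were -0.06 to 0.18 in the 3 Hal libraries and -0.45 to -0.16 in the 3 Pic libraries. The block of replicate numbers, shared over all times, gave 2.58e-19 in camera. It does not model pairing within 2 h (pairing correlation -0.118). At 96 h after Pic treatment, 124 ribosomal protein genes were downregulated (56.9% against 26.3%, Fisher's exact test, adjusted p = 1.60e-20). However, their median log2 fold change of -0.45 became -0.004 at equal totals of reads (67 up and 48 down), and 0.992 of the matched random lists fell as far. The tRNA ligase genes did not pass in Fisher's exact test in either direction, with 3 up and 1 down of 57 at 2 h and 1 up and 16 down at 48 h (adjusted p = 0.104 for the latter). In limma camera they were lower at 48 h (adjusted p = 0.00733). At 48 h their median log2 fold change of -0.17 turned to 0.01 at equal totals of reads.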

At 2 and 48 h after treatment, the translational processes were downregulated, and photosynthesis was downregulated after 48 and 96 h (Figure 7B). In addition, a strong upregulation of biotic stress-associated processes was found after Pic treatment for the early time point, which was unexpected. 

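Among the 6 tested genes described as defensin, chitinase, or pathogenesis-related, 3 were upregulated at 2 h after Pic treatment (50.0% against 10.7% of the other genes). The set had a median log2 fold change of 0.65. This share did not pass the correction (Fisher's exact test, adjusted p = 0.0524), whereas it did in limma camera (adjusted p = 2.94e-05). Over 17 alternatives the adjusted p ranged from 2.94e-05 to 0.113. The upregulated genes, named after their values were seen, were BnaA03g20310D (basic endochitinase CHB4, log2 fold change 3.03), BnaC03g45470D (pathogenesis-related protein PR1, 2.14), and BnaA07g32130D (defensin, 0.97). BnaA07g32130D lies in a window of 100 neighbouring genes that was shifted by -0.356 (log2) in the control of 2 h. There 86.0% of the window's genes were lower, so neighbours may share part of its rise. At 48 h, the log2 fold change of BnaC03g45470D was -4.06. In a wider set chosen after seeing the data, which adds the Thaumatin, NB-ARC, and TIR domains, 38 of 178 genes were upregulated at 2 h (Fisher's exact test, adjusted p = 9.07e-05), with a median log2 fold change of 0.13. After Hal treatment at 2 h, 2 of the 6 genes were upregulated (Fisher's exact test, adjusted p = 0.263), BnaA03g20310D with a log2 fold change of 2.31 and BnaC03g45470D with 0.36. The median log2 difference of Hal minus Pic in this set was -0.57 (limma camera, adjusted p = 6.41e-04). As a block shared over all times, the replicate number gave 8.25e-04 in camera, which does not model pairing within 2 h (pairing correlation -0.118).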

At 2 and 48 h after treatment, the translational processes were downregulated, and photosynthesis was downregulated after 48 and 96 h in the Pic-treated plants. 

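After Pic treatment, 45 of the 89 photosynthesis genes were downregulated at 48 h (50.6% against 17.9% of the other genes, Fisher's exact test, adjusted p = 1.32e-11). The fall included 73 genes at 96 h (82.0% against 26.3%, adjusted p = 9.60e-27). The medians of the set in the 3 libraries were -0.30 to -0.22 at 48 h and -0.70 to -0.63 at 96 h, relative to the control mean. Equal totals of reads moved the median log2 fold change from -0.27 to -0.08 at 48 h, where 27 genes were then up and 29 down, and from -0.66 to -0.21 at 96 h (10 up and 42 down). The downregulated share still passed at both times. Counted only with a log2 fold change of at least 1 in size, the set did not pass at 48 h (adjusted p = 0.290 in the exact test). Matched random lists of the same length and expression had a median as low in a share of 0.580 at 48 h and 0.0241 at 96 h. At 2 h, 20 photosynthesis genes were downregulated (22.5% against 9.35%, Fisher's exact test, adjusted p = 6.44e-04), with a median log2 fold change of -0.09 and 0.331 of the matched lists as low.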

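At 96 h after Pic treatment, 46 of the 93 mitochondrial genes were downregulated, 49.5% against 26.4% of the other genes (Fisher's exact test, adjusted p = 6.93e-06), and 13 were upregulated. The median log2 fold change was -0.39, and at equal totals of reads it was -0.04 (26 up and 27 down), while the median of all genes rose by 0.29. Of the random lists matched on length and expression, a share of 0.003 had a median as low. At 48 h, 27 of these genes were downregulated (29.0% against 17.9%, Fisher's exact test, adjusted p = 0.0166), and their median log2 fold change of -0.17 turned to 0.03 at equal totals of reads. At 2 h the number was 9 (9.68% against 9.37%, Fisher's exact test, adjusted p = 1).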

At the last time point of harvest, mitochondrial processes were downregulated, similarly as seen for Hal treatment.

Additional evaluations have been done using the KEGG database (Kyoto Encyclopedia of Genes and Genomes, http://www.kegg.jp/) to identify differentially regulated pathways (Figure S5) [30]. This is a collection of manually curated databases containing resources on genomic, biological pathway, and disease information. Pathway enrichment analysis identifies significantly enriched metabolic pathways or signal transduction pathways associated with differentially expressed genes, comparing the whole genome background. This function is different from the GO annotation, since it results in the significantly regulated pathways that have been annotated. These pathways include 117 individual ones for all comparisons separated into up- and downregulated genes and are for primary metabolism, secondary metabolism, hormones, signaling, transport, cellular functions, etc. The KEGG database also results in pathway pictures, where the differentially expressed genes are labeled with different colors according to their expression level (Figure 8 and Figure S6). A heat map has been constructed from such individual panels (Figure S6) to give an overview on the hormonal effects (Figure 9). Then, individual pathways have been extracted for each of the plant hormones (brassinosteroid, cytokinin-specifically zeatin, auxin, gibberellin, ABA, ethylene and jasmonate), and the respective pathways are shown in the supplement (Figure S6). 

### 3.5. Evaluation of Hormone-Related Genes in More Detail

A search for different hormone-related keywords resulted in the number of up- and downregulated genes in each treatment (Figure 9). 

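The search was run on the functional descriptions and domains of the deposited table, and it counted differentially expressed genes of each direction among the tested genes. The word auxin, with efflux and repressed genes left out, found 351 genes, of which 200 were tested, and auxin efflux found 16 genes, of which 10 were tested. Tryptophan found 7 genes (3 tested), ethylene receptor or responsive 36 (17 tested), S-adenosylmethionine 28 (16 tested), and ABA 5 (5 tested). Many members of these families carry no description and were not reached in this way.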

Specifically, the terms for auxin signaling/response, auxin transport, tryptophan (for auxin synthesis), ethylene signaling and synthesis (search term S-adenosyl-methionine, SAM and ACC, but the latter was not found as search term), and ABA synthesis and signaling were applied to excel files with all up- and downregulated genes for each comparison. Within the lists, the number of genes was counted and added up. The genes encoding auxin-conjugating proteins were not found by this method; they were retrieved using the gene numbers supplied by [29] on *B. napus GH3* gene families. The majority of auxin-related genes are grouped into signaling and also auxin efflux. Among the former groups, there could be genes encoding auxin receptors, auxin transcriptional repressors and activators as well as auxin-responsive genes. These categories would have to be analyzed further by checking individual gene numbers. In this category, both herbicide treatments resulted in similar patterns, namely more genes were up- than downregulated. Furthermore, a group of auxin efflux carriers was upregulated in all treatments, but there were no differences in the numbers of these between treatments. 

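Of the 200 tested auxin signaling genes, 21 were up- and 20 downregulated after Hal treatment at 2 h, 99 up and 31 down at 48 h, and 113 up and 27 down at 96 h. After Pic treatment, 61 were up- and 14 downregulated at 2 h, 105 up and 18 down at 48 h, and 105 up and 34 down at 96 h. The median log2 fold changes at 2, 48, and 96 h were 0.02, 0.44, and 0.67 for Hal and 0.18, 0.48, and 0.48 for Pic. The requirement of a log2 fold change of at least 1 in size moved the counts most, to 3 up and 3 down for Hal at 2 h and to 39 up and 1 down for Pic at 2 h.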

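Of the 10 tested auxin efflux carrier genes, 6, 9, and 8 were upregulated after Hal treatment at 2, 48, and 96 h, and 4, 8, and 9 after Pic treatment. Their median log2 fold changes were 0.50, 1.66, and 1.92 for Hal and 0.46, 1.21, and 1.74 for Pic. With each library left out in turn, the number at 2 h was 4 to 6 for Hal and 3 to 4 for Pic, and it was 1 for both herbicides when a log2 fold change of at least 1 was required. The downregulated gene after Hal treatment at 96 h, named after its values were seen, was BnaCnng54140D (log2 fold change -0.71, adjusted p = 0.0074 in limma). BnaC03g18820D, the gene described as auxin repressed protein 1 and named after its values were seen, was upregulated in all 6 comparisons. It had log2 fold changes of 1.99, 2.54, and 5.02 after Hal and 1.83, 1.47, and 3.39 after Pic treatment.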

The latter might point to a role in decreasing auxin levels from the cells, and the plants treated with an auxinic herbicide might induce the efflux machinery to get rid of too high auxin levels. The synthesis of tryptophan as an IAA precursor was not differentially regulated, but as shown by KEGG pathways, genes encoding proteins in auxin biosynthesis are indeed differentially regulated, and they are mainly upregulated (Figure 8 and Figure S6). 

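The 3 tested genes described as tryptophan synthase, named after their values were seen, are BnaC09g31260D, BnaA10g09090D, and BnaA03g48400D. At 2 h, BnaA03g48400D was downregulated after Pic treatment (log2 fold change -0.97, adjusted p = 4.8e-07 in limma), and after Hal treatment 0 of the 3 genes passed. At 48 h, BnaA03g48400D was downregulated after Hal (-0.41) and upregulated after Pic treatment (1.11). With equal totals of reads, however, the median log2 fold change of the 3 genes after Hal treatment at 48 h turned from -0.17 to 0.20. At 96 h, BnaC09g31260D, BnaA10g09090D, and BnaA03g48400D were downregulated, by log2 fold changes of -0.66, -1.31, and -2.07 after Hal and -0.57, -0.70, and -0.71 after Pic treatment. Of the enzymes of auxin biosynthesis, only flavin-containing monooxygenases could be found by description or domain, and these cannot be told apart from members of the family with other functions. Of 16 tested genes, 1 was up- and 3 were downregulated at 2 h, 6 up and 2 down at 48 h, and 7 up and 6 down at 96 h after Hal treatment. After Pic treatment the counts were 4 up and 1 down, 3 up and 3 down, and 3 up and 6 down. Their median log2 fold change at 48 h after Pic treatment turned from -0.04 to 0.02 at equal totals of reads (4 up and 2 down), and at 96 h the counts were then 4 up and 4 down. The same scaling gave 8 up and 1 down at 48 h and 9 up and 3 down at 96 h after Hal treatment. BnaA09g47340D (scaffold LK032192, chromosome A09, 52180 to 54765, plus strand), the member with the smallest p at 96 h after Hal treatment, had 4.00 ± 0.260 FPKM after Hal treatment and 0.370 ± 0.0555 in the control at 96 h (SD, n = 3 each). Taken as log2(FPKM + 1), this is a log2 fold change of 1.87 (standard error 0.13, adjusted p = 6.70e-12 in limma). At 48 h it was at least 10.2-fold higher after Hal treatment, against a floor of 3 reads.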

In the KEGG data, it is not possible to get an indication of how many genes are regulated; only significant differences in complete pathways are shown, and within these, individual gene regulations can be displayed [30]. 

Searching for ethylene or the precursor for biosynthesis (SAM) showed some ethylene-responsive genes and also a few genes encoding proteins involved in ethylene biosynthesis, but these were not only upregulated; there were similar numbers downregulated (Figure 9). 

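Of the 17 tested ethylene receptor or responsive genes, 1 was up- and 1 downregulated at 2 h, 10 up and 2 down at 48 h, and 11 up and 2 down at 96 h after Hal treatment. After Pic treatment the counts were 4 up and 2 down, 7 up and 4 down, and 5 up and 2 down. Equal totals of reads gave 15 up and 2 down at 96 h for Hal and 11 up and 1 down for Pic. Of the 16 tested S-adenosylmethionine genes, 4 were up- and 5 downregulated at 2 h, 8 up and 1 down at 48 h, and 7 up and 6 down at 96 h after Hal treatment. Here the median log2 fold change of -0.08 at 96 h turned to 0.39 at equal totals of reads (10 up and 1 down). After Pic treatment they were 4 up and 3 down, 8 up and 2 down, and 7 up and 4 down (11 up and 0 down at 96 h with equal totals). BnaA01g36920D, an S-adenosylmethionine synthase gene on scaffold LK034234 (chromosome A01, 159 to 1498, minus strand), had 29.3 ± 3.62 FPKM in the control at 48 h, 87.0 ± 1.51 after Hal, and 88.0 ± 5.45 after Pic treatment (SD, n = 3 each). These are log2 fold changes of 1.54 (adjusted p = 2.15e-13 in limma) and 1.56 (adjusted p = 5.32e-13 in limma) with a standard error of 0.09. At 96 h the log2 fold change was 0.85 after Hal and 1.64 after Pic treatment. Both herbicides raised it at 2 h as well, by 0.87 and 0.75.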

The KEGG data showed that more ethylene synthesis genes are up- rather than downregulated (Figure 9 and Figure S6). 

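The 5 tested genes with ABA in their description are BnaC01g18020D and BnaA10g11080D (ABA insensitive PP2C proteins), BnaA07g30430D (hypersensitive to ABA), BnaC07g44670D (an ABA-responsive element binding factor), and BnaA01g03110D (an ABA-activated protein kinase), and they were named after their values were seen. After Hal treatment, 4 were downregulated at 2 h (log2 fold changes of -0.77 to -0.30), 4 were upregulated at 48 h, and 4 at 96 h. The rises at 96 h were 1.44 for BnaC01g18020D, 1.30 for BnaA07g30430D, 0.94 for BnaA10g11080D, and 1.08 for BnaC07g44670D, all with an adjusted p of 7.2e-06 or lower in limma. After Pic treatment, 1 was up- and 1 downregulated at 2 h, 3 were upregulated at 48 h, and 0 passed at 96 h, with or without adjustment of p. The median log2 fold change after Pic treatment at 96 h was -0.03, and it was 0.38 at equal totals of reads, with 4 genes upregulated.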

ABA-related genes were not much expressed, as it was already suggested by the small response of ABA levels in the different treatments; albeit, there was some regulation again occurring in the KEGG pathways. 

Since the auxin conjugation seems to play a role in the hormone phenotype of Hal and Pic-treated plants, the *GH3* genes encoding auxin amino acid synthetases were manually curated (Figure 9 and Figure 10, Table S4). Among these, there was an increase in the number of *GH3* transcripts upregulated over time, but there were also differences between the two auxinic herbicides, and Hal gave a stronger upregulation of this gene family than Pic. The upregulation of the *GH3* genes correlates with the increase in conjugated IAA at the same time points and treatments (Figure 10A,B). The numbers on top of the histograms (Figure 10B) show the x-fold increase of conjugated IAA in the treated sample vs. controls (Figure 10A). Only one *GH3* gene was found to be downregulated in the 2 h treatment with Pic, but the ratio between controls and treatment was low, so that one cannot assume a differential regulation.

The annotation of the *GH3* genes is based on what is known in the model plant *A. thaliana* and was taken from [29] for *B. napus*. The ratio for each *GH3* gene was calculated by using the mean value for Hal or Pic expression and the controls at the respective time point. Then, the mean value of the treatment was divided by the mean value for the control, and categories were made. Below a 2-fold induction, it was not considered to be a significant differential regulation. Therefore, the first category starts with 2- to 10-fold. 

The number of genes reflect (a) the duplication events as compared to *A. thaliana* and (b) the two different genomes (A and C genome) present in the hybrid *B. napus* [29]. The substrates given on the left have only been verified for this plant species and not for *B. napus* or other brassicas. The *GH3.2* and *GH3.3* types were highly upregulated in both treatments over the time (Figure 10C). However, for Hal treatment, more *GH3* genes were regulated, and also, a stronger regulation level was found. This correlates with the findings that free IAA is downregulated and conjugated IAA is upregulated at the same time points. The gene encoding the GH3.5 protein, which also conjugates salicylic acid (SA) to amino acids, is moderately upregulated. The gene encoding GH3.6 is more upregulated than *GH3.5*, *GH3.15*, and *GH3.17* which are only regulated after Hal, but not Pic treatments (Figure 10C), and there are indications that GH3.6 might be involved in the abiotic stress response of *A. thaliana*. Whether IBA conjugates play a role in *B. napus* has not been shown yet. Other *GH3* genes with substrates not connected to IAA are not shown here.

## 4. Discussion

### 4.1. Hormonal Phenotype of B. napus Treated with Auxinic Herbicides under Different Growth Conditions

Synthetic auxins are often used as herbicides due to their capability to inhibit growth at higher concentrations. The events occurring after treatments with auxinic herbicides have been investigated and were attributed to changes in ethylene and ABA by increased auxin-induced gene expression (Figure 1). While the role of ethylene and ABA have been already found in the last decades to be connected to the growth phenotype [5], more recent work suggested a participation of ABA only [16]. However, the levels of IAA have not been documented as detailed, as done for ABA. Here, it was shown that the treatment with three different auxinic herbicides (Figure 2) resulted in sometimes similar responses, but details were different between the compounds such as levels of hormones and the number of differentially expressed genes in the categories observed. The hormone-related Hal phenotype can be attributed to the increased ethylene synthesis as well as altered auxin levels by conjugation, but more research is necessary to confirm this; for example, the determination of enzymatic activities of the GH3 proteins from *B. napus* and a more detailed analysis of the gene dataset. 

Often, herbicides are applied as preformulated mixtures, which reduces the probability of resistances [31,32]. In the case of the two auxinic herbicides investigated here, halauxifen-methyl and picloram are present as a mixture in commercial preparations [12]. This commercial compound is a broad-spectrum broadleaf herbicide for autumn use on oilseed rape [12]. In order to understand better the influence of two auxinc herbicides on the crop response, it was therefore of interest to investigate the biochemical and molecular phenotype of this phenomenon in *B. napus*. In addition, the effect of different concentrations of Hal and a second auxinic herbicide (AP) were tested on the hormone (IAA and ABA) levels in *B. napus* seedlings at two different temperatures or growth stages. Based on the investigations on hormones that respond to the auxinic herbicides [5], the levels of IAA, ABA, and ACC were determined over time. It was shown that ABA did not show a consistent trend in different experimental setups, but free IAA was reduced specifically at certain conditions. The effect could be attributed to growth at 15 °C and the younger leaves of two different developmental stages, but it was not further increased in combination with AP. However, a time course indicated that the elevation of IAA is specific to earlier time points after treatment (Figure 5), starting 2 h after treatment, while specifically 72–120 h after treatment, a decrease in free IAA was found. The observation could also be made for a second auxinic herbicide, Pic, but it was not as prominent. 

A possible contradiction seen between the ABA levels that did not change significantly over the time points (Figure 5), and the observed upregulation of ABA biosynthesis-related genes (Figure 8 and Figure S6) could be probably explained by (i) that we determined only free ABA and that ABA can also be conjugated (especially to glucose [33]) or degraded to (dihydro)-phaseic acid [34] and (ii) that the plant material used for RNAseq showed indeed an upregulation (albeit with high statistical variation), but this was not reproducible within experiments carried out at different seasons. (iii) ABA as a stress hormone may be additionally more affected by micro-stress factors in individual experiments.

ACC, as a precursor for ethylene, increased in almost all time points for both auxinic compounds, but the increase was more pronounced for Hal. A very recent study compared ABA and ethylene levels in a weed species that was also treated with Hal [16]. While the crop did not show reproducible alterations in ABA levels for the two auxinic herbicides applied (Figure 5), the weed showed a strong increase in ABA in treated leaves not 1 but 6 h after treatment, which continued over the next few days. Furthermore, the ABA increase was also observed for two other auxinic herbicides, 2,4-D and dicamba. This was accompanied by increased levels of genes encoding biosynthesis enzymes. No reproducible evolution of ethylene was reported after Hal treatment [16], while in our work, ACC as an ethylene precursor increased dramatically, more after Hal than Pic treatments over a longer time period (Figure 5).

High IAA might be toxic and growth inhibitory for the plant, which is also true for auxinic herbicides, the latter being more stable inside the plant. Since the concentration of IAA decreased in treated leaf samples after longer incubation times, it was hypothesized that IAA could be conjugated to form inactive compounds. One major form of conjugates are the amino acid conjugates [3] that are enzymatically synthesized by the family of so-called GH3 proteins [35]. This reaction leads to the formation of amino acid conjugates, which can either be enzymatically hydrolyzed back to free IAA or, in case of IAA-aspartate and IAA-glutamate, be enzymatically degraded [3]. In *A. thaliana*, it was shown by microarray and qPCR analysis that one *GH3* gene (*GH3.3*) was strongly upregulated after treatment with the auxinic herbicide dicamba [4]. However, another hypothesis was that the auxinic herbicides are not substrates for the GH3 proteins and thereby stay in the tissue for a longer time [7]. In resistant plants, the GH3 proteins could then convert the auxinic compound to amino acid conjugates and would thereby minimize the growth-retarding effects. However, there is one report on the conjugation of dicamba to glutamate by some plant enzymes [8] as well as for 2,4-D and 2,4 dichlorobutyric acid [36], but these are only in vitro data, and the situation in planta might be different. 

After Hal treatment, we found a decrease in free IAA, which would fit into the scenario that Hal could induce *GH3* gene expression but would itself not be conjugated. For the first assumption, we have shown that the pool of IAA conjugates is upregulated together with a strong upregulation of several auxin-conjugating *GH3* genes in *B. napus*. Whether this takes place without conjugating Hal to amino acids has yet to be tested. In vitro enzyme assays would of course be possible, but with the respective enzymes from *B. napus*, the number that needs to be tested is large. *GH3* genes belong to the group of auxin-responsive genes [37]. Some authors have shown that not only IAA but also some auxinic herbicides increased IAA conjugation [4,6,9]. In addition, some chlorinated IAA derivatives can be conjugated by at least one GH3 protein family member of *A. thaliana* [38], indicating that the substrate specificity toward auxins might be broader that originally anticipated [37]. 

### 4.2. Molecular Phenotype of B. napus Treated with Auxinic Herbicides

A transcriptome analysis was carried out for three time points after treatment to determine changes in the complete transcriptome, but the data were screened with an emphasis on auxin (conjugation), ethylene, and ABA. The results showed that the ethylene precursor ACC was strongly upregulated during the course of the experiment in both auxinic herbicide treatments (Figure 5), while there was again no trend for the stress marker ABA. The treatment with auxin and auxinic herbicides could result in an increase in ethylene, since one of the genes encoding one enzyme in the pathway (ACC synthase) is also auxin-regulated (Figure 2) [5]. Ethylene, in turn, could alter the growth phenotype to this epinastic bending [39]. More general effects that we observed for both auxinic herbicides were the differential regulation of pathways with connection to protein biosynthesis and the downregulation of photosynthesis and mitochondrial processes (Figure 7). 

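The sets were also compared between Hal and Pic directly in limma camera. Its p-values rest on a preset correlation of 0.01 between genes and do not measure the spread of a set between libraries. Ribosomal protein genes were lower after Hal than after Pic treatment at 48 h (median log2 difference -0.90, adjusted p = 3.39e-40) and at 96 h (-1.27, adjusted p = 2.51e-47). Photosynthesis genes were lower after Hal treatment at 48 h (-0.30, adjusted p = 8.64e-11) and at 96 h (-0.22, adjusted p = 3.61e-05). With equal totals of reads, these differences shrank to -0.15 (adjusted p = 1.01e-07 in camera) and -0.06 (adjusted p = 0.00168). Matched random lists differed by -0.20 at both times, with shares of 0.0396 and 0.433 as low as the set. The mitochondrial genes did not differ at 48 h (-0.06, adjusted p = 0.395) or 96 h (-0.11, adjusted p = 0.323). From enriched GO terms, the paper states that effects on protein biosynthesis, photosynthesis, and mitochondrial processes were general to both auxinic herbicides.

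**Figure D1:**
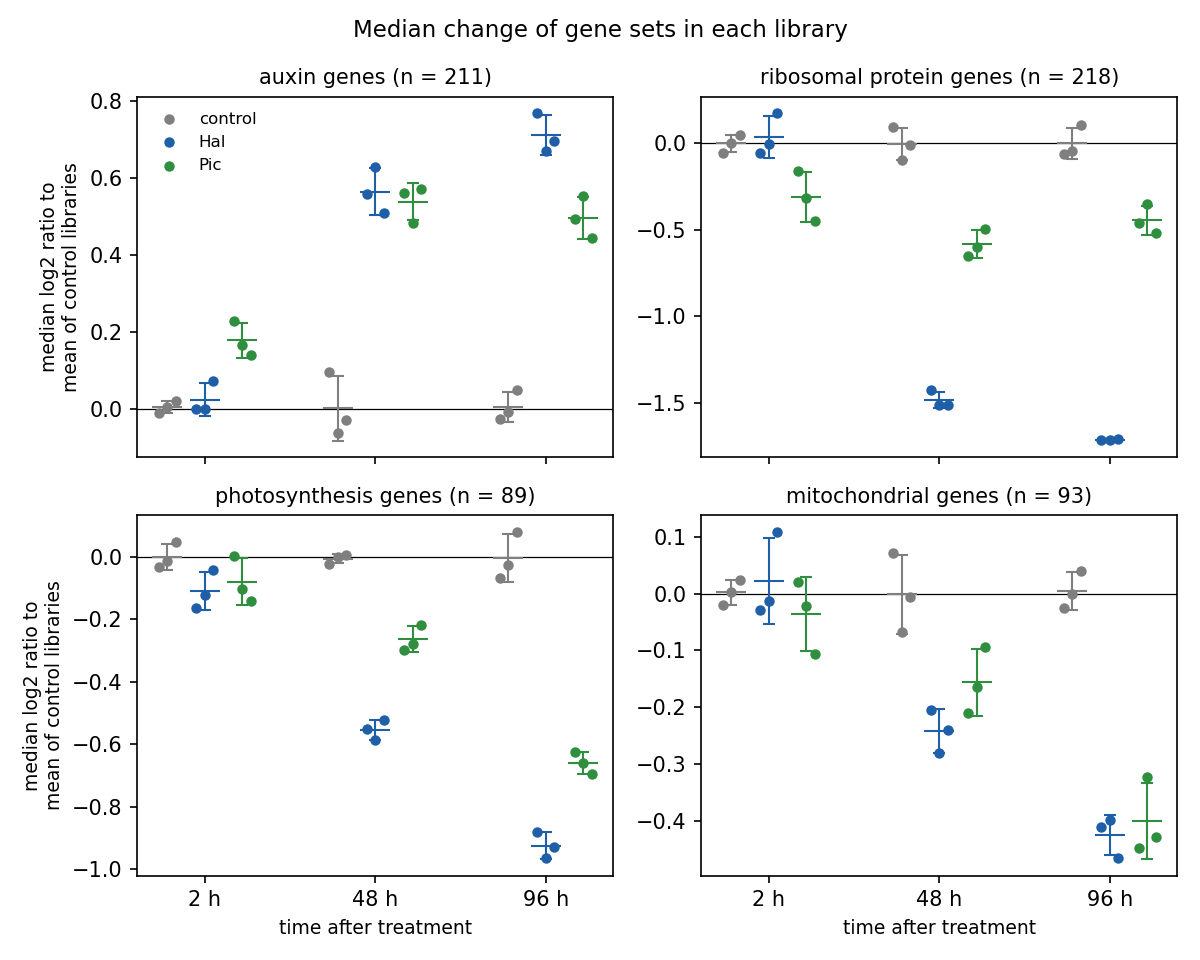
Each point is the median log2 ratio of the FPKM values of a library to the mean of the control libraries of the same time, over 211 auxin, 218 ribosomal protein, 89 photosynthesis, and 93 mitochondrial genes. They are plotted against harvest time in hours (2, 48, 96) for control, Hal, and Pic, with a dash for the mean and a bar for the SD (n = 3). The Hal libraries of 96 h lie between -1.72 and -1.71 for ribosomal protein genes and between 0.67 and 0.77 for auxin genes. At equal totals of reads the medians of the mitochondrial genes turned upward for Hal at 48 and 96 h and for Pic at 48 h, and the fall of ribosomal protein and mitochondrial genes for Pic at 96 h shrank to -0.004 and -0.04.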

A downregulation of genes associated with photosynthesis was also found for the weed *E. canadensis* for all three herbicide treatments [16]. 

Albeit the role of the GH3 proteins in this process is not clear, many *GH3* genes that encode proteins involved in auxin conjugation were upregulated (Figure 8 and Figure 9). After 2 h, there was a low number of *GH3* genes for both auxinic herbicides, whereas the number of *GH3* genes upregulated was higher after Hal treatment 48 and 96 h after application than for Pic. Since the annotation of the *GH3* genes is based on what is known from *A. thaliana*, it cannot be ruled out that additional phenotypes may play a role in the phenotype observed after treatment. Strong growth retardation phenotypes for dominant mutations in two *GH3* genes (*GH3.5* and *GH3.6*) have been shown [40,41], which partially resemble the ones after auxinic herbicide treatments. *GH3.5* homologs are also strongly upregulated in the transcriptome after herbicide treatments (Figure 10). In addition, *GH3.6* genes are upregulated, which have been indicated to play a role in abiotic stress responses in plants [40,41]. This could be an indication that also in *B. napus*, the herbicide treatments result in a stress response, but the substrates for the *GH3* genes mentioned have yet to be confirmed. So far, in the literature, only transcriptome data for 2,4-D and dicamba are available in the model organism *A. thaliana* [4,6]. In addition, a *Pisum sativum* auxin conjugate synthetase was upregulated by IAA, 2,4-D and the two auxinic herbicides dicamba and Pic on the gene expression and enzymatic level [9]. As for auxin perception and signaling, the highest number of genes differentially regulated was found (Figure 9). It was shown that two out of six auxin receptor proteins are able to perceive picloram [11]. 

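Within this group, the 62 tested genes described as auxin-responsive proteins were up in 42 and down in 2 cases at 48 h and up in 44 and down in 3 at 96 h after Hal treatment. After Pic treatment, they were up in 44 and 40 cases at these times. Of the 104 tested genes with an Auxin_inducible domain, 40 were up- and 28 downregulated at 48 h and 47 up and 21 down at 96 h for Hal. For Pic the counts were 42 up and 18 down and 42 up and 31 down. Scaled to equal totals of reads, they were 49 up and 16 down and 65 up and 13 down for Hal at 48 and 96 h. For Pic they were then 47 up and 13 down and 50 up and 21 down. At 2 h, 42 genes with this domain were upregulated after Pic and 9 after Hal treatment. Of the 34 tested auxin response factor genes, 17 and 22 were upregulated after Hal and 19 and 23 after Pic treatment at 48 and 96 h. Log2 fold changes of genes with the Auxin_inducible domain ranged from -3.04 to 5.92 for Hal at 96 h, and the median was 0.45.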

The further analysis of this large functional group will be of interest to find which specific pathways for auxin are regulated after Hal and Pic treatments. For the GH3.5 protein of *A. thaliana*, the conversion of SA to amino acid conjugates was reported [42], but whether this substrate specificity plays a role for the biochemical and molecular auxinic herbicide phenotype has not been established. 

Other growth-related hormones, such as brassinosteroids (BR), gibberellins (GA), IAA, and cytokinins were also differentially regulated in their biosynthetic pathways (Figure 8 and Figure S6). The upregulation of BR pathways could also result in altered growth phenotypes, since they regulate elongation growth and cell expansion as auxins [43,44], but to our knowledge, there was no connection yet made so far with auxinic herbicides. However, there is an observation that BR can inhibit the growth of etiolated pea seedlings by increasing ethylene production, and this effect is stronger than the one after IAA treatment [45]. Such experiments suggest that also the induction of BR biosynthesis (Figure S6A) by auxinic herbicide treatment could contribute to the increased ethylene production, as was estimated by the high ACC levels that were found (Figure 5). The high ACC levels in treated plants were backed up by the observed increase in the upregulation of the ethylene pathway for all treatments (Figure S6F). In addition, BR and IAA can also induce GA biosynthesis [46,47,48,49]. Since GA biosynthesis was also more upregulated for the time points 48 and 96 h, but downregulated 2 h after treatments (Figure S6D), it could also be involved in the alteration of growth phenotypes. Interestingly, Hal treatment more strongly upregulated GA biosynthesis genes than Pic. Zeatin (a cytokinin) was downregulated in its synthesis, but one gene encoding a degradation enzyme was upregulated. This enzyme catalyzes the reaction from dihydrozeatin to the respective O-glucoside by UGT85A1 [50]. 

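Of the enzymes of cytokinin metabolism, 15 genes are described as cytokinin riboside 5'-monophosphate phosphoribohydrolase, and 4 of them were tested (BnaA04g16350D, BnaA07g37740D, BnaA10g20660D, and BnaAnng21190D, the first 3 named after their values were seen). At 48 h, 3 were up- and 1 downregulated after Hal treatment and 2 up and 1 down after Pic treatment. At 96 h the counts were 2 up and 1 down for Hal and 1 up and 1 down for Pic. BnaA04g16350D was the downregulated gene in Hal leaves (log2 fold changes of -0.55, -0.64, and -0.57 at 2, 48, and 96 h). However, at equal totals of reads 0 genes were downregulated after Hal treatment at 48 and 96 h. BnaAnng21190D, the member with the smallest p at 96 h after Hal treatment (scaffold LK034984, 9952 to 11653, plus strand), rose from 0.518 ± 0.141 to 4.21 ± 0.883 FPKM at 96 h after Hal and to 2.07 ± 0.266 FPKM after Pic treatment (SD, n = 3 each). These are log2 fold changes of 1.77 (adjusted p = 1.39e-08 in limma) and 1.01 (adjusted p = 8.83e-05 in limma) with a standard error of 0.19. Its log2 fold change at 2 h after Pic treatment, 0.14, ran from -0.03 to 0.36 with each library left out in turn.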

The other noted gene is now known to glycosylate in the BR synthesis pathway [51] and the other one is now known to glycosylate in steviol [51]. Since also the ratio between auxin and cytokinin plays a role in altered phenotypes [52], this observation might be important as well. 

Hormones involved in the stress response of plants in addition to ethylene, namely ABA and jasmonate (Figure S6E,G), were also differentially regulated in their biosynthetic pathways. 

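BnaA09g07610D, described as chloroplastic zeaxanthin epoxidase (scaffold LK032087, chromosome A09, 247645 to 250889, minus strand), had 1.16 ± 0.127 FPKM after Hal treatment at 96 h and 0.289 ± 0.105 in the control (SD, n = 3 each). Taken as log2(FPKM + 1), this is a log2 fold change of 0.75 (standard error 0.14, adjusted p = 4.17e-05 in limma). At 48 h, its log2 fold change was 0.28 after Hal (adjusted p = 0.0893 in limma) and 0.44 after Pic treatment (adjusted p = 0.0143 in limma). At 96 h after Pic treatment it was 0.25 (adjusted p = 0.134 in limma). These values rest on 26 to 158 reads over the 3 libraries of a group at 48 and 96 h. At equal totals of reads, the changes at 48 h after Hal (0.40) and at 96 h after Pic treatment (0.36) passed as well. The domain RPE65 is found in carotenoid cleavage enzymes and does not tell which of its genes act in ABA synthesis. Of the 14 tested genes with it, 7 were up- and 0 downregulated at 48 h and 8 up and 0 down at 96 h after Hal treatment. After Pic treatment, 8 were up and 2 down at 48 h and 6 up and 3 down at 96 h. Scaled to equal totals of reads, 12 were up and 0 down at 48 h and at 96 h for Hal. For Pic they were then 9 up and 0 down at 48 h and 9 up and 1 down at 96 h. BnaA09g41150D (scaffold LK032341, chromosome A09, 46814 to 51279, minus strand), the member with the smallest p at 96 h after Hal treatment, rose from 0.174 ± 0.118 to 3.64 ± 0.487 FPKM after Hal and to 0.885 ± 0.0803 FPKM after Pic treatment at 96 h (SD, n = 3 each). The log2 fold changes at 96 h were 1.98 (adjusted p = 1.73e-11 in limma) and 0.69 (adjusted p = 3.76e-04 in limma). Both are differences of log2(FPKM + 1) and smaller than the log2 ratios of these FPKM values.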

ABA synthesis was upregulated in both treatments 48 and 96 h, but this was not reflected in the hormonal contents (Figure 5). The jasmonate metabolism related genes were not regulated in a uniform manner. 

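Of the 13 tested lipoxygenase genes, 0 were up- and 6 downregulated at 2 h, 4 up and 3 down at 48 h, and 3 up and 5 down at 96 h after Hal treatment. After Pic treatment, 2 were up and 1 down at 2 h, 3 up and 2 down at 48 h, and 4 up and 4 down at 96 h. Their median log2 fold change at 96 h of -0.10 turned to 0.09 at equal totals of reads (5 up and 2 down). The counts after Hal treatment then were 6 up and 1 down at 48 h and 5 up and 1 down at 96 h, which reverses the balance at 96 h. BnaCnng78230D (scaffold LK051760, 439 to 1979, minus strand), the member with the smallest p at 96 h after Hal treatment, had 9.38 ± 0.942 FPKM in the control at 96 h, 3.43 ± 0.115 after Hal, and 4.54 ± 0.924 after Pic treatment (SD, n = 3 each). The log2 fold changes were -1.23 (standard error 0.19, adjusted p = 5.34e-06 in limma) and -0.92 (adjusted p = 3.21e-04 in limma), and at 48 h they were 0.74 after Hal and -1.15 after Pic treatment. At 2 h after Hal treatment its log2 fold change of 0.13 ran from -0.01 to 0.31 with each library left out in turn. BnaA09g19570D, described as allene oxidase cyclase and named after its values were seen, was downregulated at 2 h after Hal (log2 fold change -0.88, adjusted p = 0.0004 in limma) and upregulated at 2 h after Pic treatment (0.58, adjusted p = 0.015 in limma).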

No indication for a regulation of the biosynthesis of SA has been found, but the current knowledge of the SA pathway might not yet have been annotated.

## 5. Conclusions

Auxinic herbicides inhibit the growth of their target plants in the fields, but they can occasionally also modulate the growth of a respective crop plant. *B. napus*, being such an important crop, was used to address the following questions. What is the impact of the temperature and the growth stage at which the auxinic herbicides cause changes in a selected group of plant hormones, and what is the impact of individual herbicides or a combination that is used in the field? In these experiments, not only one auxinic herbicide was used, but we compared two that are relevant for practical approaches. Finally, an important factor is the time after which plants would react to the treatments. Our approach is novel, since it does not use ambient temperature conditions but mimics the growth conditions in the field at the time of application in late summer/autumn. The hormone response resulted specifically for the 15 °C treatment in a change in IAA and ACC levels, but ABA was not reproducibly altered. Further transcriptome analyses corroborated the findings from hormone measurements. Indeed, auxin-related genes, mainly signaling and transport but also the conjugation to amino acids was differentially regulated. Genes encoding such GH3 proteins were strongly upregulated. In addition, other growth hormone pathways were also upregulated as well as the pathways for ethylene and ABA. In conclusion, this hormone and transcriptome dataset sheds new light on the processes involved in the auxinic herbicide response in *B. napus*, since it also compares two different auxinic herbicides. Further evaluation of the groups of differentially expressed genes related to other processes, such as stress or metabolic events, which have not been addressed here, can be used in the future to further shed light on the processes described. In this context, a verification of selected differentially expressed genes is also needed.

## Figures and Tables

**Figure 1:**
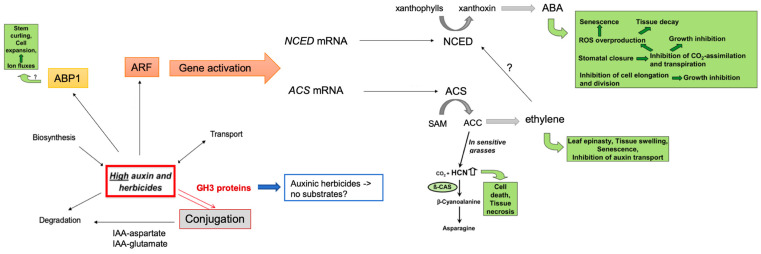
Interplay between IAA, auxinic herbicides, ethylene, and ABA. Adapted from [3,5]. The scheme on the regulation of free IAA by different possibilities takes specifically the synthesis of conjugates by GH3 amino acid conjugate synthetases into account. High auxin could induce gene expression of ethylene and ABA synthesis genes, leading to the events in the green boxes, which ultimately damage the plant.

**Figure 2:**
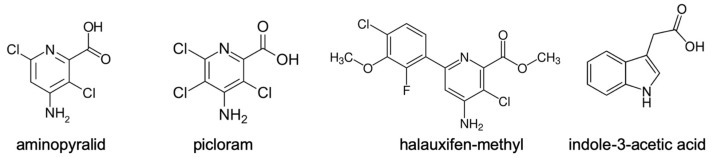
Structures of auxinic herbicides used in this study in comparison to IAA. Structures from Wikimedia [17,18,19,20].

**Figure 3:**
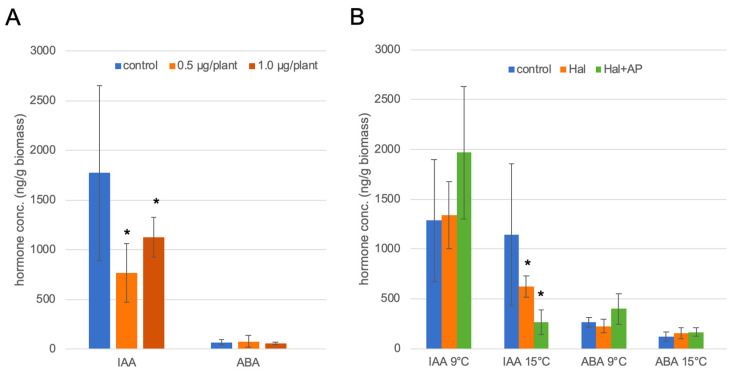
(**A**) Effect of two Hal concentrations on IAA and ABA after 96 h and at 15 °C growth temperature. (**B**) Temperature effect of Hal and AP treatment at the lower concentration on IAA and ABA after 96 h. The data are mean values of three technical replicates from one experiment. The data are all from experiments carried out at different time periods. The asterisks denote significant differences *p* < 0.05. The growth conditions chosen should mimic the conditions in the field at the time of herbicide application in late summer/autumn.

**Figure 4:**
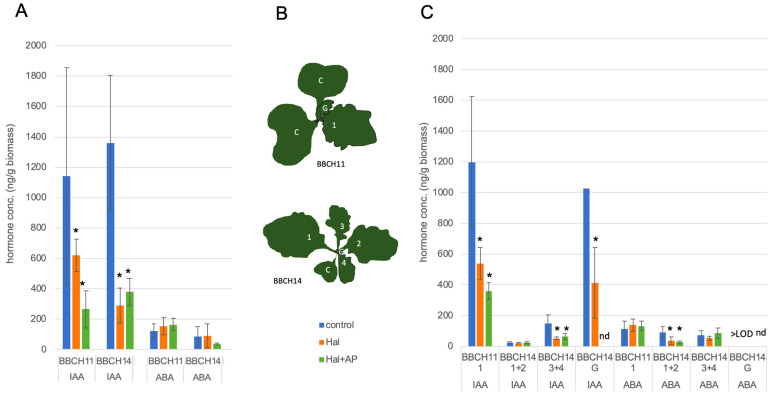
The effect of Hal (and AP) on IAA levels for different *B. napus* growth stages, BBCH11 and BBCH14, incubation at 15 °C for 96 h, AP at 1.8 µg/plant. Hal at 0.5 µg/plant for stage BBCH11; 1.5 µg/plant for stage BBCH14; the application points are shown in Figure S1. The application was performed accordingly on different leaves for BBCH14 in contrast to the younger seedlings. The experiment was performed at 15 °C, and incubation time was 96 h. (**A**) All leaves were harvested together. (**B)** The individual leaves for panel C (C = cotyledons, G = growing middle part; 1–4 following leaves). (**C**) The same experiment, but the different leaves were harvested separately for the analysis. LOD = level of detection; nd = not determined. The asterisks denote significant differences *p* < 0.05.

**Figure 5:**
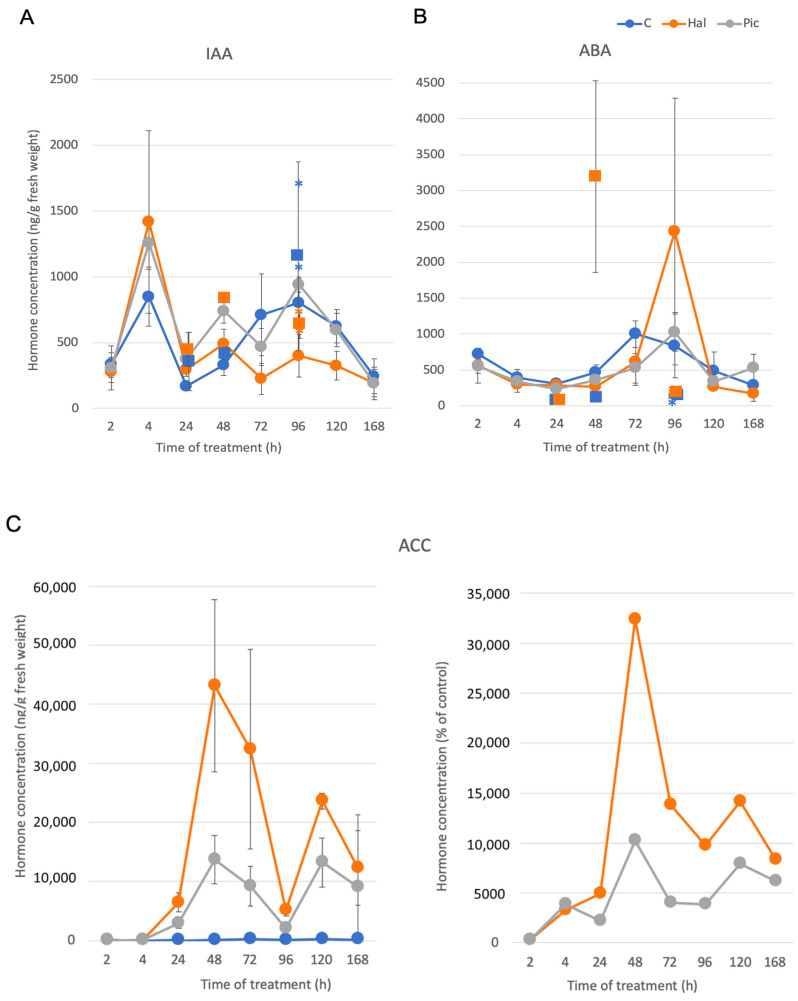
Time course of IAA (**A**), ABA (**B**), and ACC (**C**) between 2 and 168 h after treating plants with control solution and solutions containing Hal and Pic. Additional individual data points for Hal treatment (squares) in the time course were from additional experiments performed at different years. Please note the differences in the scale of the y-axis. Data are means of three biological and two to three technical experiments. The squares + SE are from a separate experimental set of plants grown at a different time point and not shown in any other figure; the blue and orange asterisks indicate the values for that time point shown in Figure 3A,B. The second panel in Figure 5C indicates the percentage of ACC after treatment compared to controls.

**Figure 6:**
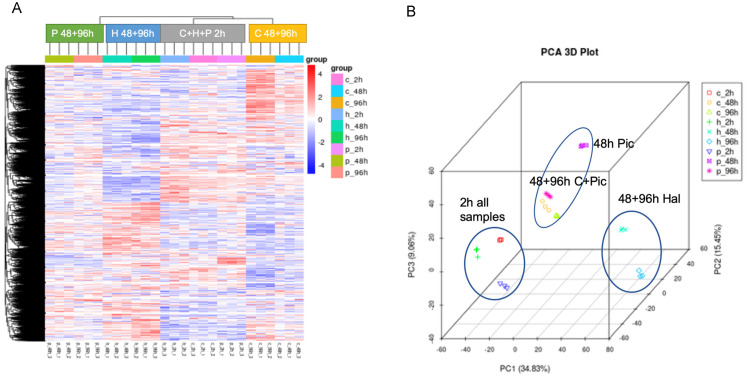
Clustering of samples. (**A**) Cluster of individual samples revealed that the replicates cluster together and also the three samples at the earlier time point (2 h) are more similar to each other that at later time points. The intensity of color shows the number of transcripts for that specific gene. (**B**). The PCA plot shows in principle the same trend for the clusters, but here, the Hal treatments after 48 and 96 h seem to be more separated. The figures were provided by Novogene and slightly altered. Abbreviations are ‘h’/‘H’ for Hal and ‘p’/‘P’ for Pic.

**Figure 7:**
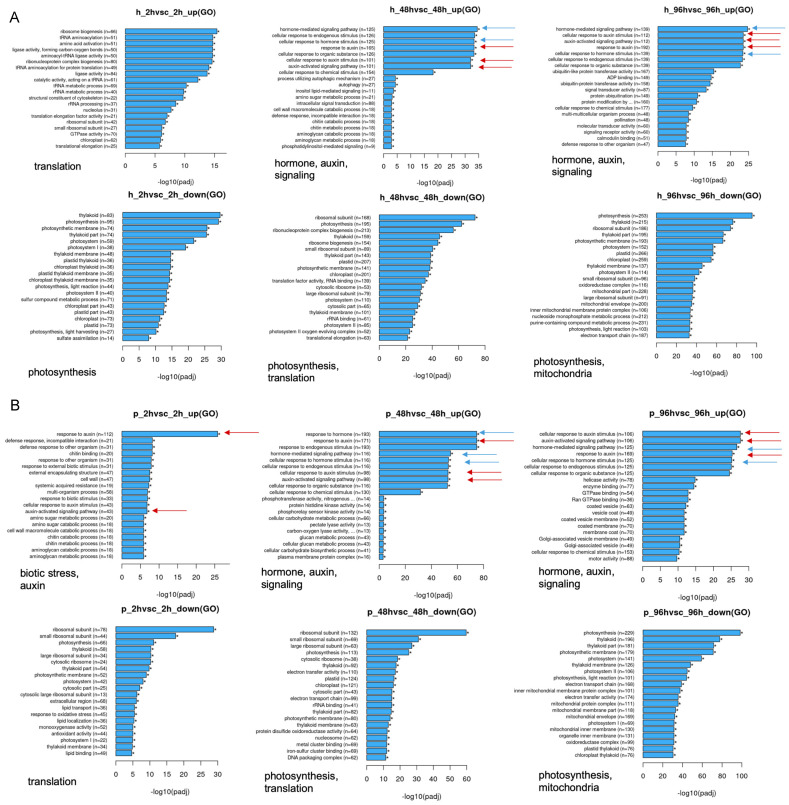
The significant enrichment of GO terms after Hal (**A**) and Pic (**B**) treatments at three different time points (2, 48, 96 h) compared to controls. The upper three panels show the upregulated genes, the three lower panels show the downregulated ones. Hormone-associated genes are indicated by blue arrows, auxin-related genes are indicated by red arrows. The major GO terms are indicated below each separate panel as a summary. The panels were supplied by Novogene. Abbreviations are ‘h’ for Hal and ‘p’ for Pic. GO terms with corrected *p*-value > 0.05 were considered significantly enriched by differential expressed genes and are marked by asterisks.

**Figure 8:**
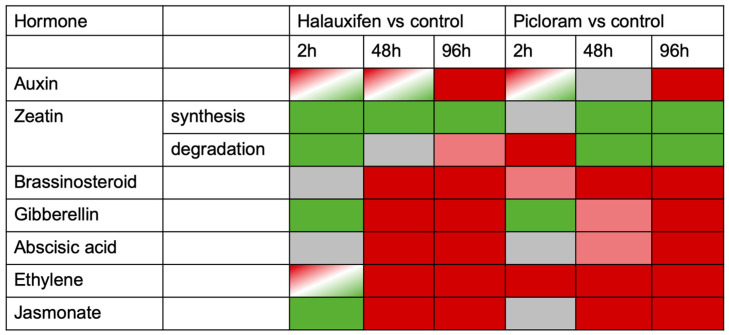
Differentially regulated KEGG pathways for Hal and Pic treatments after 2, 48, and 96 h compared to controls with respect to genes encoding hormonal biosynthetic pathways. Summary of regulation drawn as a heat map. Green = majority of genes downregulated; red/light red = majority of genes upregulated; red/green = some genes upregulated and some downregulated in the same pathway; gray = no regulation of any gene from one pathway. The complete pathways are shown as KEGG representations in Figure S6.

**Figure 9:**
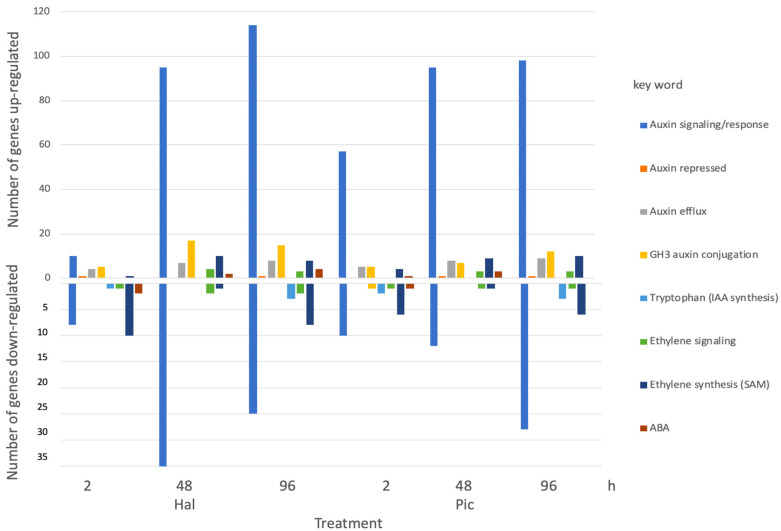
The number differentially expressed genes after 2, 48, and 96 h treatment with Hal and Pic compared to controls according to keyword search. As keywords auxin, IAA, tryptophan (as IAA synthesis precursor), ethylene, SAM, and ACC (as ethylene synthesis precursor), as well as ABA were used. Neither ‘IAA’ nor ‘ACC’ as a search term were found.

**Figure 10:**
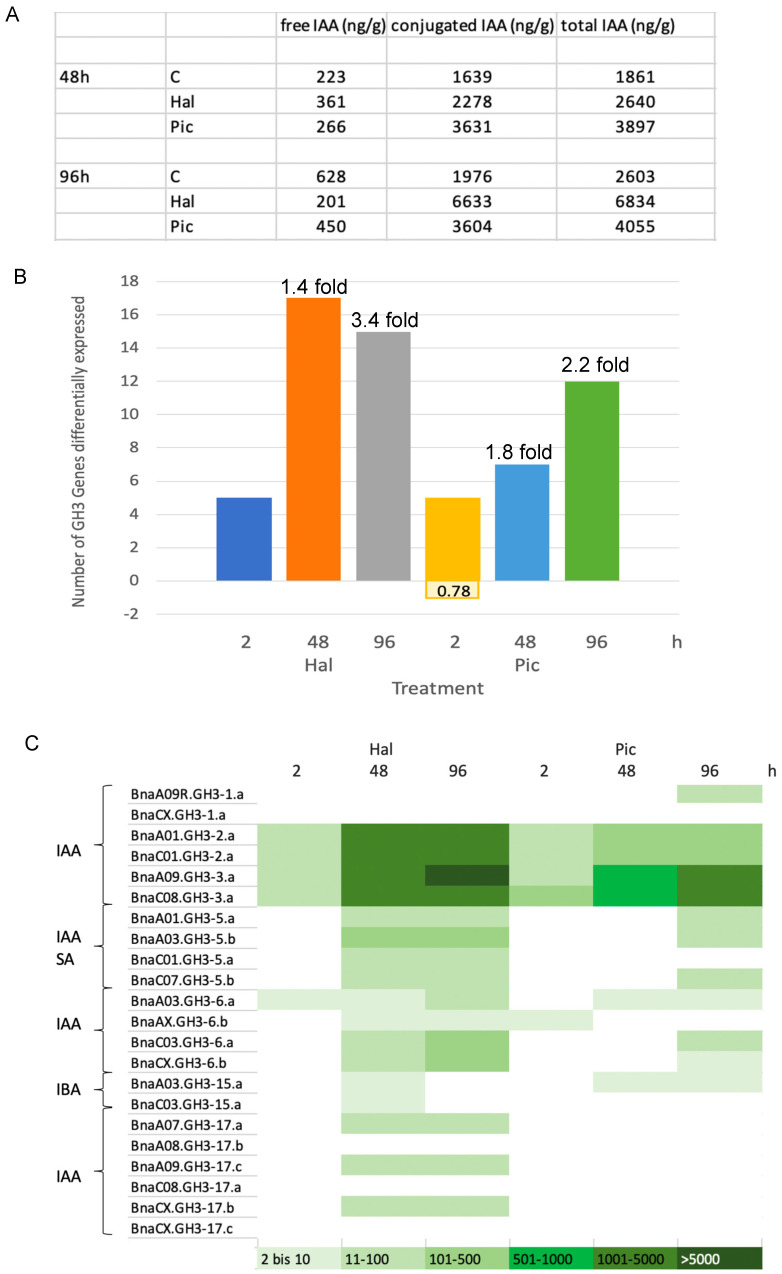
(**A**) The levels of free and total/conjugated IAA at 48 and 96 h after treatment with the two auxinic herbicides Hal and Pic. (**B**) The number of auxin-conjugating *GH3* genes differentially expressed. The values for the ratios as well as mean + SD can be found in Table S4. The numbers on top of the histograms show the x-fold increase of conjugated IAA in the treated sample vs. control (see for numbers panel A). (**C**) The relative expression levels of auxin-conjugating *GH3* genes in treatments compared to controls. The calculations were done manually by using the mean values of treated samples vs. controls, and then ratios were calculated for treatment H (Hal) and P (Pic) vs. control and placed into classes. On the left, the substrates are given that are verified for *A. thaliana*. IAA = indole-3-acetic acid; IBA = indole-3-butyric acid; SA = salicylic acid.

**Table 1:** Overview on the treatments with different formulations and combinations of auxinic herbicides. Hal = halauxifen-methyl; AP = aminopyralid; Pic = picloram.

Solution	Control	Hal	Hal + AP	Pic
DMSO	1%	1%	1%	1%
Triton X-100	0.01%	0.01%	0.01%	0.01%
NaOH	0.01 M	0.01 M	0.01 M	0.01 M
Hal	-	0.1 g/L	0.1 g/L	-
AP	-	-	0.36 g/L	-
Pic	-	-	-	0.48 g/L

## Data Availability

Additional data are available in the supplement. The transcriptome data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus [53] and are accessible through GEO Series accession number GSE179676 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179676).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biom11081153/s1, Supplementary Methods for RNAseq, Figure S1: The two different growth stages BBCH11 and BBCH14 and the respective application points for auxinic herbicides, Figure S2: Method for auxin hydrolysis and confirmation of standard chromatograms, Figure S3: Workflow for gene expression analysis done by Novogene on the dataset, Figure S4: The number of differentially regulated genes after treatment with halauxifen-methyl and picloram over time (2, 48, 96 h) and Volcano plots, Figure S5: The interactions of multiple genes may be involved in certain biological functions, Figure S6: Differentially regulated KEGG pathways for halauxifen-methyl and picloram treatments after 2, 48, and 96 h compared to controls with respect to hormonal pathways, Table S1: Data quality summary as provided by Novogene, Table S2: Mapping of reads, Table S3: GO is the abbreviation of Gene Ontology (http://www.geneontology.org/), which is a major bioinformatics classification system to unify the presentation of gene properties across all species.

How the deposited data were processed for this re-analysis (not part of the article)

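The authors deposited one table of FPKM values (fragments per kilobase of gene length and megaread) for 104573 genes in 27 libraries of *Brassica napus* leaves, and all values here were computed from that table. Of the genes, 101040 are listed as protein coding, 9550 have a functional description, and 31283 have a protein domain. Raw reads were not analysed here, and the paper's text does not name the aligner, the genome build, or the thresholds behind its counts of differentially expressed genes, apart from a 2-fold induction for GH3 genes.

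Reads per gene were worked back from FPKM and gene length. In the library with the lowest share, 100% of the values were whole reads. The totals ran from 15565637 to 19692242 reads, with a median of 16989644. The denominators of the deposited values equal the median-ratio size factors computed over the 44248 genes with reads in every library (largest gap 0%), so the values carry that scaling already and were used as deposited.

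Genes with an FPKM of at least 1 in at least 3 of the 27 libraries were tested, which left 46395. The values were taken as log2(FPKM + 1), and 1 linear model with 9 groups was fitted in limma 3.58.1 with a variance trend on mean expression. Adjusted p-values are Benjamini-Hochberg values from limma within a contrast, with a threshold of 0.05 (two-sided). The 11 contrasts are Hal against control, Pic against control, and Hal against Pic at 2, 48, and 96 h, and control leaves of 48 h against 2 h and of 96 h against 48 h. FPKM means are given with SD (n = 3).

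Gene sets were formed from words in descriptions and from domains, since GO and KEGG terms were not analysed here. They were tested with a one-sided Fisher's exact test on the differentially expressed genes, adjusted over 72 tests. They were also tested with limma camera at its preset inter-gene correlation of 0.01. Neither test measures how far the median of a set varies between libraries. Random gene lists (10000) were matched to a set on length and mean expression in 10 classes of each. Clustering used average linkage on 1 - Pearson's r, and principal components used gene-centred values.

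Genes are named by a rule: in each of the 6 herbicide contrasts, the gene with the largest and the gene with the smallest log2 fold change among differentially expressed genes that have a description and whose 3 treated libraries all lie on the same side of the 3 controls, and in each hormone pathway the differentially expressed gene with the smallest p at 96 h after Hal treatment. Other genes are named with the remark that they were chosen after their values were seen. No gene of the GH3 family could be found by description or domain (0 genes), so the rule and the alternatives for that family were not run. Folds against groups at or under 3 reads are lower bounds against that floor.

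The alternatives were a pseudocount of 0.1, no filter on low values, a stricter filter (FPKM of at least 5), median-ratio scaling over the tested genes, only the 6 compared libraries, the replicate number as a block, a log2 fold change of at least 1 in size, limma voom on the worked-back reads, limma camera for gene sets, each library left out in turn, and for clustering the 5000 genes of largest variance or unit variance. Scaling to equal totals of reads, limma array weights, and a wider biotic stress set were chosen after seeing the data. The block was the replicate number within a harvest time. For changes of control leaves and for Hal against Pic in camera it was shared over all times.

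The model was tested on simulated data with 46395 genes, of which 200 were changed. It found 95% of the raised and 84% of the lowered genes, called 16 others in that contrast, and called 0 genes in a contrast without change. All changed genes had the same fold in size, all genes had the same dispersion, and no group or library effects were added. The simulation therefore says little about the real contrasts, in which many more genes were called.

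The software was R 4.3.3 with data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9. Hormone measurements, GH3 genes, and enrichment by GO or KEGG terms were left out.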

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

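The tests of the third Hal library of 2 h, apart from that of the gene counts without it, were chosen only after the result was seen, as were the test of other groupings for Hal against control at 2 h and the tests of tRNA ligase and biotic stress genes at equal totals of reads and against lists of matched genes. For all other comparisons, the test of other groupings was set before its result was seen.

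Among the 9 libraries of 2 h, the third Hal library stood apart in 2 of 5 measures by Dixon's test at the 95% level, where chance gives about 1 in 20. No library stood apart at 48 or 96 h. It had reads on 53523 genes (gap over range 0.784) and exactly 1 read on 1138 genes (0.917), beyond the critical value of 0.493. Lower depth was not the reason, since 4 other libraries of 2 h had fewer reads. Genes with 1 to 5 reads over the other Hal libraries had 1.21 times the expected reads in it. This ratio was 1.06 to 1.26 in the 26 other libraries, and 0.803 to 1.08 once their reads of up to 2 or 3 were set to 0 to leave as many such genes without reads. A filter of that kind does not account for the pattern, and filters of other kinds cannot be told apart from it. Its mean correlation with its own group was 0.962 and with the nearest other group, the control of 2 h, 0.941, so a wrong label is not seen. For genes with few reads in the other libraries of the group, the squared distance of its reads from the expected reads, over the expected reads, was 10.0, against 3.47 to 5.80 in the 26 other libraries, and 4.70% of such genes had exactly 1 read, against 13.9% to 18.0%. Few starting molecules copied many times may explain this pattern, and the rule for this test was set after its first outcome was seen. The main text of the paper gives no amount of RNA for single libraries, its supplement was not at hand, and no biological explanation was tested. The number of genes that differed between Hal and control at 2 h was 9527 without this library, so it is not what keeps that number under those of 48 and 96 h. Its weight among the limma array weights was 0.290.

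For some gene sets the median log2 fold changes after Hal and Pic treatment had opposite signs, and the difference between Hal and Pic was tested in limma camera. This does not test whether each median differs from 0, and after Hal treatment at 2 h the medians of ribosomal protein (0.04) and biotic stress genes (-0.02) were near 0. The 218 ribosomal protein genes had a median difference of 0.33 (Hal minus Pic, log2) at 2 h (adjusted p = 2.85e-19), with medians of -0.06, -0.003, and 0.18 in the 3 Hal libraries and -0.45 to -0.16 in the 3 Pic libraries. It was 0.25 without the third Hal library, and none of 10000 lists of genes of matched length and expression was as far (permutation p = 0.0001, the smallest they can give), so these 2 do not account for the difference. It was 0.33 at equal totals of reads, which decides little, since these moved the median of all genes by only -0.008 in this comparison. A scaling of libraries moves other genes alike, however, and the matched lists had a median difference of -0.01, so the scaling does not account for the difference. The 57 tRNA ligase genes differed by -0.67 at 96 h (adjusted p = 1.56e-12). Their fall after Hal treatment (-0.53) was -0.002 at equal totals of reads, while the median after Pic treatment went from 0.10 to 0.46, so the opposite signs depend on the scaling. The difference went to -0.50 at equal totals (limma camera, adjusted p = 9.95e-12), and none of 10000 matched lists was as far (permutation p = 0.0001, the smallest they can give).

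The 6 biotic stress genes differed by -0.57 at 2 h (adjusted p = 6.41e-04), by 0.98 at 48 h (adjusted p = 7.12e-04), and by 1.59 at 96 h (adjusted p = 7.12e-04). At equal totals of reads their median after Pic treatment at 48 h turned from -0.05 to 0.08. The differences were -0.58, 1.10, and 1.77 at equal totals, and 0.0044, 0.0008, and 0.0001 of 10000 matched lists were as far (the last is the smallest share they can give). Genes of the same length and expression therefore do not account for them. With the replicate number, shared over all times, as a block, the adjusted p in camera was 8.25e-04, 8.78e-04, and 8.78e-04. With 6 genes, each median rests on few values.

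The paper does not report on changes between control leaves of different harvest times. Between 2 and 48 h, 14089 genes differed in control leaves (7837 higher and 6252 lower at 48 h), and between 48 and 96 h, 13831 genes differed (8133 higher and 5698 lower). At equal totals of reads the share of higher genes between 2 and 48 h was 20.2%, against 55.6% in the deposited values. Between 48 and 96 h it was 46.8% (5688 higher and 6461 lower), against 58.8%. The balance therefore depends on the scaling in both comparisons. Leaf age and harvest batch differ together in both comparisons, and between 2 and 48 h the time of day can differ as well, so these cannot be told apart.

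For each of the 11 comparisons, other groupings of the 6 libraries were compared with the real one, among those that part the libraries of the same replicate number. There are 4 such groupings, and 1 of the 4, the real one, gave as many genes with an adjusted p under 0.05 in every comparison. The design cannot give a share under 0.05 whatever the data, so this share alone cannot tell the counts apart from a grouping by chance. The real groupings gave 9297 to 27515 genes. The largest number from another grouping was 439 genes for Hal against Pic at 2 h, 5 for control leaves of 96 h against 48 h, 3 for Pic against control at 48 h, 1 for Hal against Pic at 96 h and for control leaves of 48 h against 2 h, and 0 in the other 6 comparisons. At an unadjusted p under 0.05, those 6 comparisons gave between 1773 and 4863 genes in other groupings and between 14323 and 29234 in the real one. The groupings left out keep some same-numbered libraries together.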

How the results depend on the processing

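The alternatives were set before the data were examined, except scaling to equal totals of reads, limma array weights, and the wider biotic stress set, which were chosen after seeing the data. The cause was not tested for any change named here. The alternatives for GH3 genes were not run, since no gene of that family was found by description or domain. Scaling by the median ratio over tested genes and limma voom kept the counts of differentially expressed genes within 1.5 times the values reported, and moved no gene-set result or named gene across the threshold or in direction. The balance of higher and lower genes did change, with 13928 higher and 13650 lower genes for Hal at 96 h by the median ratio (13516 and 13999 as reported). With voom, more genes were higher at 2 h after Hal (5213) than after Pic treatment (5114), the reverse of the order reported. For the counts of differentially expressed genes, a pseudocount of 0.1, no filter on low values, the replicate block, array weights, and equal totals stayed within 1.5 times the values reported. Median-ratio scaling is not an independent check, since the deposited values carry that scaling.

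With a log2 fold change of at least 1 in size, the differentially expressed genes numbered 1587, 6398, and 10387 for Hal against control at 2, 48, and 96 h, 1862, 2871, and 5167 for Pic against control, 1643, 3276, and 5783 for Hal against Pic, and 2185 and 2124 between control leaves of successive times. With the stricter filter they were 14156 and 16115 for Hal at 48 and 96 h, 14081 for Pic at 96 h, and 13508 for Hal against Pic at 96 h, where fewer genes were tested. With only the 6 compared libraries they were 4717 for Hal against Pic at 2 h and 8209 for control leaves of 96 h against 48 h. The 93 other values over the 11 comparisons and the 66 fits that each left out a library lay within 1.5 times the values reported, for example 7553 to 9527 genes for Hal and 7311 to 8406 for Pic at 2 h.

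With a pseudocount of 0.1, the lowest correlation between replicates was 0.917 and the shares of variance of PC1 and PC2 were 28.3% and 15.1%. With unit variance these shares were 26.5% and 19.1%, and with the 5000 genes of largest variance 46.4% and 15.3%. Across the 27 fits that each left out a library, PC1 held 33.5% to 36.9% and PC2 15.8% to 19.1%.

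For gene sets, values are adjusted p (Fisher's exact test unless camera is named). With a log2 fold change of at least 1, these no longer passed: tRNA ligase genes higher at Hal 2 h (0.523) and lower at Hal 48 h (0.859) and 96 h (0.0778), ribosomal protein genes higher at Hal 2 h (0.270) and lower at Pic 96 h (0.0639), photosynthesis genes lower at Hal 2 h (0.351), Pic 2 h (1), and Pic 48 h (0.290), mitochondrial genes lower at Hal 48 h (1), Hal 96 h (0.0949), and Pic 48 h (1), and biotic stress genes higher at Hal 48 h (0.154). The mitochondrial genes at Hal 2 h, which had not passed, reversed in direction (1). With the stricter filter, ribosomal protein genes at Hal 2 h (0.0868), photosynthesis genes at Pic 2 h (0.0512), mitochondrial genes at Hal 48 h (1), Hal 96 h (0.123), and Pic 48 h (0.170), and biotic stress genes at Hal 48 h (0.0538) no longer passed. At equal totals of reads, mitochondrial genes at Hal 48 h (0.355), Hal 96 h (0.174), and Pic 48 h (0.437) and biotic stress genes at Hal 48 h (0.112) no longer passed.

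With the replicate block, photosynthesis genes at Hal 2 h (0.108) and biotic stress genes at Hal 48 h (0.0692) no longer passed. In camera, ribosomal protein genes at Hal 2 h did not pass (0.0639). With a pseudocount of 0.1, auxin genes higher at Hal 2 h passed (0.0303), and biotic stress genes at Hal 48 h did not (0.0656). With only the 6 libraries, mitochondrial genes at Pic 48 h did not pass (0.106). Biotic stress genes higher at Pic 2 h passed with camera (2.94e-05), no filter (0.0364), only the 6 libraries (0.0432), a pseudocount of 0.1 (0.0441), the replicate block (0.0450), and the wider set (9.07e-05). The other 275 values were on the same side of the threshold and in the same direction.

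With each library left out in turn (6 fits per result), adjusted p ran from 0.00212 to 0.138 for ribosomal protein genes at Hal 2 h, 4.15e-05 to 0.144 for photosynthesis genes at Hal 2 h, 0.0112 to 0.0716 and 0.00145 to 0.296 for mitochondrial genes at Hal 48 h and Pic 48 h, 0.00505 to 0.285 for biotic stress genes at Hal 48 h, and 0.0313 to 0.0352 for those at Pic 2 h, which thus passed in all 6 fits. It ran from 0.370 to 1 for mitochondrial genes and from 0.00797 to 1 for auxin genes at Hal 2 h, and each of these results reversed in 1 fit. The other 145 values were on the same side.

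Auxin signaling genes with a log2 fold change of at least 1 numbered 3 up and 3 down at Hal 2 h, 64 up and 12 down at Hal 48 h, 15 down at Hal 96 h, 39 up and 1 down at Pic 2 h, 62 up and 6 down at Pic 48 h, and 59 up and 16 down at Pic 96 h, and auxin efflux genes 1 up at Hal 2 h and 1 at Pic 2 h. With the stricter filter, 18 and 15 auxin signaling genes were down at Hal 48 and 96 h and 8, 11, and 19 at Pic 2, 48, and 96 h. At equal totals, 17 and 14 were down at Hal 48 and 96 h and 21 at Pic 96 h. With array weights, 31 were down at Hal 2 h and 22 at Pic 2 h, and with only the 6 libraries 12 were up at Hal 2 h. With each library left out in turn, 10 to 25 were up at Hal 2 h and 6 to 13 down at Pic 2 h.

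The difference in the share of differentially expressed A and C copies, with a log2 fold change of at least 1, reversed to -0.261 percentage points for Pic at 48 h and -0.0760 for control leaves of 96 h against 48 h. It no longer passed for Hal at 2 h (0.0340) and 48 h (0.714), Pic at 2 h (0.0740) and 96 h (0.537), Hal against Pic at 2 h (0.347) and 48 h (0.0370), and control leaves of 48 h against 2 h (0.00500).

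Among the named genes, log2 fold changes reversed with a library left out for BnaAnng21190D at Pic 2 h (-0.027 to 0.359), BnaA09g07610D at Hal 2 h (-0.038 to 0.126) and Pic 2 h (-0.013 to 0.124), and BnaCnng78230D at Hal 2 h (-0.005 to 0.314), none of which had passed. Of the other values of named genes, 9 changed under alternatives (7 stronger, 2 weaker) and 10 with a library left out (2 stronger, 8 weaker). These genes have few reads, for example 65 and 82 in the 3 libraries of control and Pic at 2 h for BnaAnng21190D, which limits what can be said of them.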

Differences from the paper's values

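The paper's values in this part were read by eye from the bars of Fig. 9, and the values found here are counts of tested genes with an adjusted p under 0.05 in limma. The paper's text names its search words but does not list the genes they found. A gap, closed or not, can therefore rest on different gene lists. Of 13 alternatives set before the data were examined, those that are named brought a count within the paper's, and the others did not.

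For auxin signaling at Hal 2 h, the paper shows about 10 upregulated genes (Fig. 9) and 21 were found here, and only the 6 libraries and leaving out Hal replicate 3 closed the gap. It shows about 8 downregulated genes (Fig. 9) where 20 were found, and none of the alternatives closed the gap.

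For ethylene, the paper shows about 4 upregulated genes at Hal 48 h (Fig. 9) and 10 were found, a gap closed by the stricter filter. At Hal 96 h it shows about 3 (Fig. 9) and 11 were found, a gap closed by a log2 fold change of at least 1. At Pic 48 h it shows about 3 (Fig. 9) and 7 were found, and none closed the gap. At Pic 96 h it shows about 3 (Fig. 9) and 5 were found, a gap closed by a pseudocount of 0.1, the stricter filter, only the 6 libraries, and leaving out Pic replicate 1 or 3 or control replicate 2. The downregulated ethylene genes were about 1 at Pic 2 h (Fig. 9) against 2 here, and about 1 at Pic 48 h (Fig. 9) against 4 here, and none closed these gaps. At Pic 96 h they were about 1 (Fig. 9) against 2 here, a gap closed by the stricter filter, a log2 fold change of at least 1, and leaving out Pic replicate 1 or 3 or control replicate 1 or 2.

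For S-adenosylmethionine, the paper shows about 1 upregulated gene at Hal 2 h (Fig. 9) and 4 were found, a gap closed by a log2 fold change of at least 1. It shows about 10 downregulated genes at Hal 2 h (Fig. 9) against 5 here, and about 6 at Pic 2 h (Fig. 9) against 3 here, and none closed these gaps. At Pic 48 h it shows about 1 downregulated gene (Fig. 9) against 2 here, a gap closed by a pseudocount of 0.1, only the 6 libraries, and leaving out Pic replicate 1 or 3 or control replicate 2.

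For ABA, the paper shows about 2 upregulated genes at Hal 48 h (Fig. 9) and 4 were found, a gap closed by a pseudocount of 0.1, no filter on low values, only the 6 libraries, and leaving out any of the 3 Hal or 3 control replicates. It shows about 2 downregulated genes at Hal 2 h (Fig. 9) and 4 were found, a gap closed by no filter, the stricter filter, only the 6 libraries, the replicate block, and leaving out Hal replicate 1 or 3 or control replicate 2 or 3. For tryptophan, it shows about 1 downregulated gene at Hal 2 h (Fig. 9) against 0 here (1 at an unadjusted p under 0.05), and about 2 at Pic 2 h (Fig. 9) against 1 here, and no filter on low values closed both gaps.

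The paper states that more genes were up- and downregulated after Hal than after Pic treatment. At 2 h, 4697 genes were upregulated after Hal and 4949 after Pic treatment, and with a log2 fold change of at least 1 the total at 2 h was 1587 for Hal and 1862 for Pic. The downregulated genes at 2 h (5298 for Hal and 4348 for Pic) and the total (9995 and 9297) had the order the paper states. With only the 6 libraries of each comparison the total was 7207 for Hal and 8371 for Pic. With limma voom, set before the data were examined, 5213 genes were upregulated after Hal and 5114 after Pic treatment, the order the paper states, and no other alternative run on both herbicides gave that order for upregulated genes at 2 h. The paper states that mitochondrial processes fell at all times after Hal treatment, and at 2 h 8 of 93 such genes were downregulated here (13 upregulated). None of the alternatives made the lower mitochondrial genes pass at 2 h.

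The paper states that tryptophan synthesis was not differentially regulated. All 3 tested tryptophan synthase genes were downregulated at 96 h for both herbicides, and 2 of them at equal totals of reads, an alternative chosen after seeing the values. With a log2 fold change of at least 1, set before, none was called for Pic at 96 h and 2 for Hal. The paper states that zeatin synthesis was downregulated, and of the 4 tested genes for cytokinin riboside 5'-monophosphate phosphoribohydrolase 3 were upregulated at Hal 48 h. The stricter filter, set before the data were examined, left 1 of these genes, which was downregulated. It states that ABA synthesis was upregulated for both herbicides at 48 and 96 h, and the zeaxanthin epoxidase gene passed at Hal 96 h (0.75) and Pic 48 h (0.44) and not at Hal 48 h (0.28) or Pic 96 h (0.25). Equal totals of reads, chosen after seeing the values, made the last 2 pass, and array weights, also chosen after seeing them, the value at Hal 48 h. Leaving out Hal replicate 3, set before the data were examined, also made the value at Hal 48 h pass in limma (log2 fold change 0.37). Leaving out Pic replicate 2, set likewise before, made the value at Pic 48 h no longer pass (0.34). Of the 14 tested genes with an RPE65 domain, found in carotenoid cleavage enzymes, more were up than down at each of these times. The domain does not tell which of them act in ABA synthesis, so their counts alone do not test the paper's statement. The counts were 7 up and 0 down at Hal 48 h and 8 up and 0 down at Hal 96 h. For Pic they were 8 up and 2 down at 48 h and 6 up and 3 down at 96 h.

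Fig. 9 has no bar for auxin repressed genes at Hal 48 h and Pic 2 h, where BnaC03g18820D had log2 fold changes of 2.54 and 1.83.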

Other observations

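The tests of genes of matched length and expression by set, of the length trend, of genes without reads in a group, and of the placement and the herbicides for shifted windows were chosen only after the result was seen. The gene-length tests of ribosomal protein genes at 96 h and 2 h and photosynthesis genes at 96 h, and the tests of scaling, control changes, A and C copies, and the remaining window tests, were set before.

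The balance of higher and lower genes depends on the scaling between libraries. At equal totals of reads, 76.2% of the genes that differed between Hal and control at 96 h were higher, against 49.1% in the deposited values, a move of 27.1 percentage points. For Pic at 96 h it was 76.5% against 45.6%. The scaling may therefore set this balance, and the data hold no outside standard that could tell which is right.

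Random lists of genes of the same length and mean expression show how far a set departs from such genes. None of 10000 lists moved as far (permutation p = 0.0001, the smallest they can give) for auxin genes higher at Hal 48 and 96 h and at Pic 2, 48, and 96 h, tRNA ligase genes higher at Hal 2 h and lower at Hal 48 and 96 h, and ribosomal protein genes higher at Hal 2 h and lower at Hal 48 and 96 h and Pic 2 and 48 h. The share was 0.0104 for auxin genes at Hal 2 h, 0.0004 and 0.0026 for biotic stress genes at Pic 2 h and Hal 48 h, 0.0241 for photosynthesis genes at Pic 96 h, and 0.003 and 0.0481 for mitochondrial genes at Pic 96 h and Hal 48 h. It was 0.146, 0.212, and 0.142 for photosynthesis genes at Hal 2, 48, and 96 h (0.147 in another draw for 96 h), 0.331 and 0.580 at Pic 2 and 48 h, 0.809 and 0.0575 for mitochondrial genes at Hal 2 and 96 h, 0.0537 at Pic 48 h, and 0.992 for ribosomal protein genes at Pic 96 h. A change shared by genes of the same length and expression may therefore account for the results with a share of at least 0.05. It does not alone account for those with a share of 0.003 or lower. Among these, the ribosomal protein genes at Hal 2 h had a median of 0.04, and only the third Hal library lay above the control libraries. Shares from 0.0104 to 0.0481 were not adjusted for the number of results and leave it open. The lists had a median of -0.51 for photosynthesis genes at Pic 96 h, where the set had -0.66. For photosynthesis genes at Hal 96 h, lists matched on length alone had a median of -0.16 and lists matched on expression alone -0.69, against -0.89 for the set.

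Short genes were lower and long genes higher in herbicide leaves. The median log2 fold change of the longest 20% of genes (at least 2003 bp) minus that of the shortest 20% (at most 732 bp) was 0.46 for Hal and 0.59 for Pic at 96 h, and in control leaves it was -0.19 from 2 to 48 h and -0.30 from 48 to 96 h. A common factor for a library moves short and long genes nearly alike (it was 0.52 for Hal at equal totals of reads), so the scaling of libraries cannot make this trend. The mean correlation of a library's values with gene length differed from the control of 96 h by 0.334 for Hal and 0.459 for Pic, and it ranged over 0.294 inside a single group (Pic at 2 h). This range is smaller than both differences but not by as much as the test asks, so by this test the trend cannot be told apart from uneven recovery of short and long transcripts in single libraries. The libraries of 96 h did not overlap, however (-0.335 to -0.286 in the control, -0.003 to 0.049 for Hal, and 0.058 to 0.233 for Pic). Recovery that differed between whole groups was not tested.

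Herbicide leaves followed the change of control leaves from 2 to 48 h only in part. The slope of their change on that of a control replicate was 0.593 to 0.632 of the slope of the other control replicates for Hal and 0.485 to 0.522 for Pic. Noise in the control change would give a ratio near 1, and the largest for Hal was 0.632, so noise does not explain it. A slower change with leaf age under the herbicides may be behind it, as a hypothesis from the same data.

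A copies were differentially expressed somewhat more often than C copies, 60.6% against 58.6% at Hal 96 h (Fisher's exact test, adjusted p = 5.35e-05). The share of A copies was larger in 3 of 4 classes of mean expression, by 2.65, 2.53, and 1.06 percentage points from the lowest class up. The fourth, with the highest expression, differed by -0.68 percentage points. The difference thus fell with expression, and the classes were not tested singly, so a part played by expression level is not excluded.

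In 80 genes, all 3 libraries of a group had at most 3 reads and all 3 of another had at least 200. The same split inside a group was seen for 1 gene, so differences between single libraries do not explain them. Of these genes, 10 had a neighbour within 5 listed genes with the same pattern, against at most 2 in 100 shuffles. Among 39 genes without reads in several groups, 14 followed a set of treatments at a set of harvest times, where chance gives 8.80. This rule does not count a gene that lacks reads in all groups but Hal and Pic at 48 and 96 h, a pattern seen here. The count therefore cannot tell whether herbicide or harvest time explains these genes. Between control groups, 10 genes differed. With at least 100 or 50 reads in place of 200, the numbers were 216 and 538 genes, with 10 and 33 inside groups. Plants that differ in the presence of genes between groups are a candidate explanation, since 10 genes lay beside another of the same pattern.

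Windows of 100 neighbouring genes were shifted together in some groups. Of 3609 windows by group (401 windows), 49 (in 30 windows) had a shift beyond 0.294 (log2), the largest in 1000 shuffles of gene order, and the number of shuffles was raised after a first run. By lots of 100 shuffles the number was 49 to 86, and beyond the shift reached in 5% of shuffles it was 92. Chance placement does not explain them. They were in control groups in 17 cases and in herbicide groups in 32, so the herbicides alone do not explain them, with 18 in Pic at 48 h, 8 each in Hal at 48 h and the control at 96 h, and 0 in Hal at 2 h. In 10827 windows of single libraries against their group, 0 were beyond this shift (the largest was 0.17). The 3 libraries of a group thus carried a shift alike, for example -0.728 to -0.693 in a C02 window for Hal at 48 h. The paper's main text does not say whether these libraries came from separate plants. The SD and p-values may therefore not hold all differences between plants. With 20 of the 100 genes of each window kept, 2 windows were beyond the largest shuffle, so clusters of a few neighbouring genes do not explain all of them.

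A and C windows at the same relative place had a mean correlation over the groups of -0.11 on chromosomes 1 to 3, against 0.02 in random pairings (permutation p = 0.0013), and -0.03 on chromosomes 1 to 9 (permutation p = 0.0195). Shared reads would make it high, and 0.999 of random pairings were as high. Exchanged or lost chromosome segments in the plants of a group may be behind the shifted windows on chromosomes 1 to 3, where the correlation was -0.11. Shifted windows also lay on A07, A10, C05, C06, and C09, and over chromosomes 1 to 9 the correlation was only -0.03. Genotype was not analysed here. Of the 43327 tested genes outside all shifted windows, 25549 differed between Hal and control at 96 h and 9048 at 2 h, so most of the counts do not come from these windows. Inside windows shifted in a compared group, however, a larger share of genes differed than outside them, for example 57.6% against 19.4% for Pic against control at 2 h. The exception was Hal against Pic at 2 h, with 12.0% against 20.3%.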
